# Differential gene regulation by a synthetic vitamin D receptor ligand and active vitamin D in human cells

**DOI:** 10.1371/journal.pone.0295288

**Published:** 2023-12-13

**Authors:** Miho Iwaki, Yoshiaki Kanemoto, Takahiro Sawada, Koki Nojiri, Tomohiro Kurokawa, Rino Tsutsumi, Kazuo Nagasawa, Shigeaki Kato

## Abstract

Vitamin D (VD) exerts a wide variety of biological functions including calcemic activity. VD nutritional status is closely associated with the onset and development of chronic diseases. To develop a VD analog with the desired VD activity but without calcemic activity, we screened synthetic VDR antagonists. We identified 1α,25-dihydroxyvitamin D_3_-26-23-lactams (DLAM)-**2a**-**d** (DLAM-**2**s) as nuclear vitamin D receptor (VDR) ligands in a competitive VDR binding assay for 1α,25(OH)_2_ vitamin D_3_ (1α,25(OH)_2_D_3_), and DLAM-**2**s showed an antagonistic effect on 1α,25(OH)_2_ D_3_-induced cell differentiation in HL60 cells. In a luciferase reporter assay in which human VDR was exogenously expressed in cultured COS-1 cells, DLAM-2s acted as transcriptional antagonists. Consistently, DLAM-**2**s had an antagonistic effect on the 1α,25(OH)_2_D_3_-induced expression of a known VD target gene [*Cytochrome P450 24A1 (CYP24A1)*], and VDR bound DLAM-**2**s was recruited to an endogenous VD response element in chromatin in human keratinocytes (HaCaT cells) endogenously expressing VDR. In an ATAC-seq assay, the effects of 1α,25(OH)_2_ D_3_ and DLAM-**2b** on chromatin reorganization were undetectable in HaCaT cells, while the effect of an androgen receptor (AR) antagonist (bicalutamide) was confirmed in prostate cancer cells (LNCaP) expressing endogenous AR. However, whole genome analysis using RNA-seq and ATAC (Assay for Transposase Accessible Chromatin)-seq revealed differential gene expression profiles regulated by DLAM-**2b** versus 1α,25(OH)_2_D_3_. The upregulated and downregulated genes only partially overlapped between cells treated with 1α,25(OH)_2_D_3_ and those treated with DLAM-**2b**. Thus, the present findings illustrate a novel VDR ligand with gene regulatory activity differing from that of 1α,25(OH)_2_D_3_.

## Introduction

Vitamin D (VD) is a major hormone controlling calcium homeostasis [1,2]. In addition to its calcemic actions, VD regulates a number of biological events under physiological conditions [3,4]. In the pathological setting, the onset and development of many non-communicable chronic diseases such as cancer are closely related to nutritious VD deficiency, and hence adequate intake of VD from diet is strongly recommended, especially in the elderly [5,6]. VD acts similarly to steroid/thyroid hormones; however, unlike these hormones, VD is derived from diet as a fat-soluble vitamin in addition to its endogenous production from precursors [7,8]. The most active form of VD is 1α,25-dihydroxyvitamin D_3_ [1α,25(OH)_2_D_3_], and its biosynthesis requires two major P450 enzymes. The most abundant VD precursor in serum is vitamin D_3_, which is first hydroxylated into 25(OH)_2_D_3_ by hepatic CYP2R1. Upon increased demand of 1α,25(OH)_2_D_3_ in the body, 25(OH)D_3_ circulating in serum is then hydroxylated into 1α,25(OH)_2_D_3_ by CYP27B1, which is expressed mainly in the proximal tubules in the kidney as well as in skin [9]. The renal expression of *CYP27B1* is reciprocally regulated by two calcemic hormones, parathyroid hormone (a positive regulator) and 1α,25 (OH)_2_D_3_ (a negative feedback regulator), and *CYP27B1* tightly regulates the production of the appropriate amount of 1α,25(OH)_2_D_3_. In contrast, when serum 1α,25(OH)_2_D_3_ is in excess, 25(OH)D_3_ is converted into 24,25(OH)_2_D_3_, an inactive form of VD, by CYP24A1 expressing in kidney and other tissues under transcriptional control by 1α,25(OH)_2_D_3_ [8–10]. VD exerts its actions via the nuclear vitamin D receptor (VDR) by direct binding. VDR is a member of the nuclear steroid/thyroid hormone receptor gene superfamily [7]. VDR serves as a ligand-dependent transcriptional activator, and upon ligand binding, VDR binds to target DNA elements to initiate transcription via ligand-dependent associations with various transcriptional co-regulators [11,12]. For stable DNA binding, VDR heterodimerizes with RXRs (RXRα, RXRβ, or RXRγ), which are nuclear vitamin A (retinoid) receptors. The consensus VDR-binding element is composed of two 5′-AGGTCA-3′ motifs separated by 3 bp, and its related elements serve as VD response elements (VDREs) [7,9,13]. As the tertiary structure of the VDR protein is altered by 1α,25(OH)_2_D_3_ binding [14], it is possible to speculate ligand-dependent associations of VDR with co-regulators facilitating gene expression. Numerous co-regulators associate with and regulate nuclear receptors in a ligand binding-dependent manner, and some appear to regulate VDR [8,12,15]. Given the finding that a set of co-regulators modify histone modifications and the chromatin environment via chromatin reorganization [16,17], it is also conceivable that synthetic VDR ligands potently exert tissue-specific biological actions by modulating gene expression and chromatin reorganization regulated by 1α,25(OH)_2_D_3_. This is supported by successful clinical application of synthetic estrogen receptor α (ERα: ERS1) ligands, called selective estrogen receptor modulators (SERMs), as anti-osteoporosis drugs with reduced estrogenic adverse effects [18,19]. Moreover, SERM-bound ERα differs from estrogen-bound ERα in terms of structure and co-regulator recruitment. In this regard, the development of synthetic VDR ligands exerting desirable biological VD activity is promising, as VD is considered safe based on epidemiological evidence and clinical success of long-term treatment. Especially, a synthetic VDR ligand, eldecalcitol (1α,25-dihydroxy-2β-(3-hydroxypropoxy) vitamin D_3_), has been widely applied as an anti-osteoporotic drug in Japan [20,21]. However, at this stage, promising VDR ligands including eldecalcitol are clinically feasible but tend to exert hypercalcemic activity due to their inherent VD activity [22]. To mitigate such undesirable actions of VDR ligands, development of synthetic ligands without calcemic activity but still exerting beneficial biological activity is clearly required.

Thus, the present study was conducted as the initial step in developing a VDR antagonist by generating new synthetic 1α,25(OH)_2_D_3_ derivatives and assessing their gene regulatory actions. VDR antagonists were screened based on the 1α,25(OH)_2_D_3_-induced transactivation function of VDR, and DLAM-**2a**-**d** (DLAM-**2**s) were selected among the synthetic VDR ligands. Using whole genome analyses of cultured human cells treated with VDR ligands, DLAM-**2b** exhibited gene regulatory activity differing from that of 1α,25(OH)_2_D_3_. Thus, we identified a novel VDR ligand with differential gene regulatory activity compared with 1α,25(OH)_2_D_3_.

## Results

### Development and screening of synthetic VDR antagonists

VD exerts a variety of beneficial biological actions, and an adequate VD nutritional status is considered to prevent the onset and development of chronic diseases [1–4]. Although synthetic VD analogs have been developed, their calcemic activities have prevented their use in clinical applications [20–22]. To generate VD analogs with the desired biological activity, the present study was conducted as an initial step to identify a VDR antagonist by newly synthesizing synthetic 1α,25(OH)_2_D_3_ derivatives. Among the synthesized compounds, 1α,25(OH)_2_D_3_ derivatives (designated DLAM-**2**s; see their chemical structures in Fig 1 and SI by NMR in S1 Fig) were selected as VDR ligands according to their competitive binding to VDR and antagonistic effect against 1α,25(OH)_2_D_3_ in HOS cells by comparing a known VDR antagonist (TEI-9647) [23] (Table 1).

**Fig 1:**
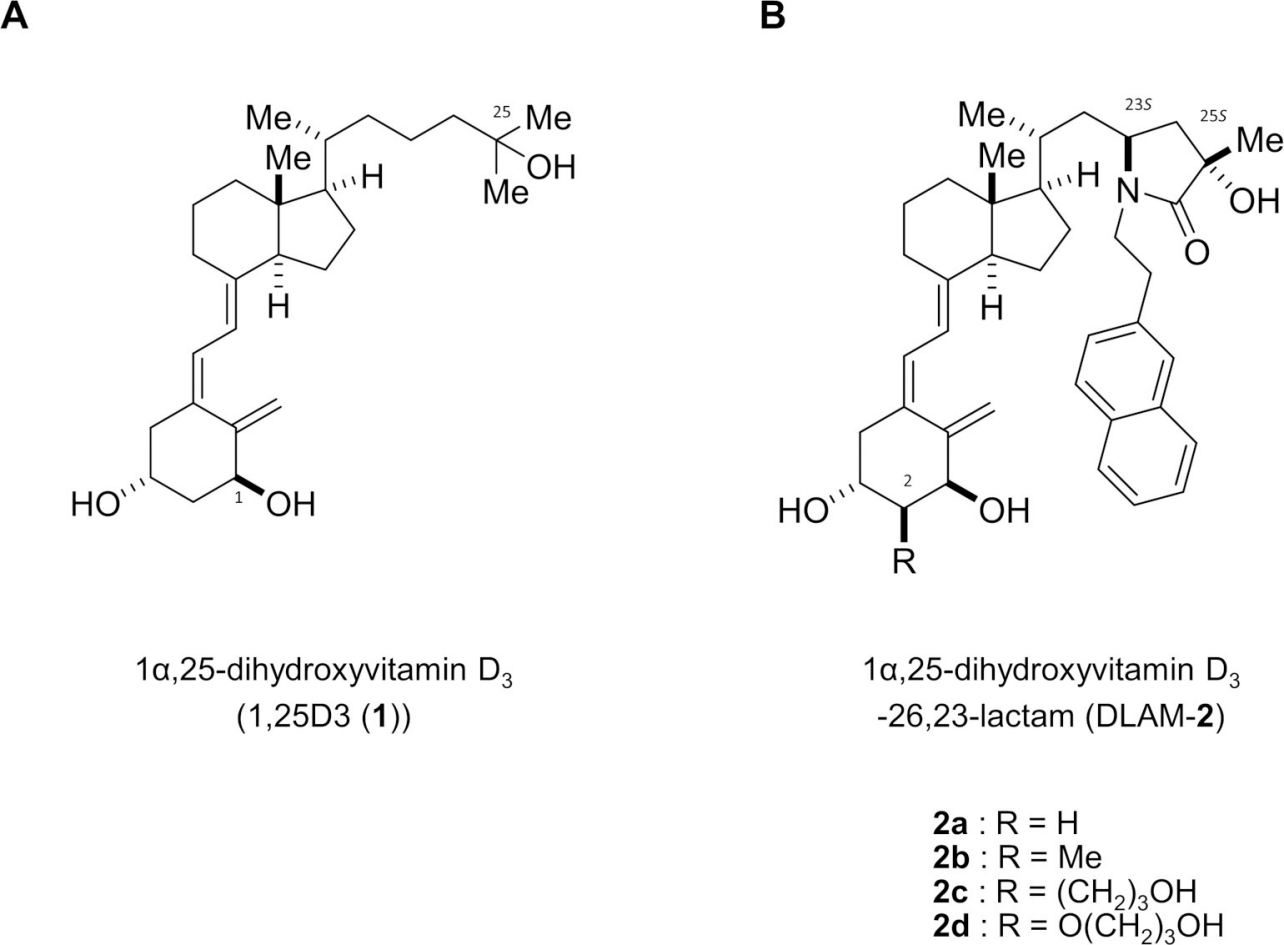
Chemical structures of DLAM derivatives 2a–d. Structures of 1α,25-dihydroxyvitamin D_3_ (1α,25(OH)_2_D_3_ (1) and 1α,25-dihydroxyvitamin D_3_-26,23-lactam (DLAM-2).DOI: 10.6084/m9.figshare.23806737.

**Table 1:** Antagonistic property of DLAM-2s in VDR binding and 1α,25(OH)_2_D_3_- induced HL60 cytodifferentiation.

	VD	DLAM-2a	DLAM-2b	DLAM-2c	DLAM-2d
VDR binding affinity (%) ^*a*^	100	19.5	55.6	142.9	111.1
Antagonistic effect (IC_50_, nM) ^*b*^	---	4.49	13.7	6.83	33.4

^*a*^ Potency of 1α,25(OH)_2_ D_3_ for VDR binding affinity is normalized to 100.

^*b*^ The antagonistic activity was assessed in terms of IC_50_ based on osteocalcin gene induction by 10 nM of 1α,25(OH)_2_ D_3_ in an osteogenic cell line derived from human osteosarcoma (HOS cells).

### Chemical synthesis of DLAM derivatives 2a–d

Nagasawa et al. developed 1α,25-dihydroxyvitamin D_3_-26-23-lactams (DLAM), bearing a lactam structure in their side chain, as VDR antagonists (Fig 1) [24], and DLAM-2-2-Naphtyl (Nap) (**2a**) was applied as a VDR antagonist in this study. Since the antagonistic activity of DLAM-**2a** was expected to increase by introducing a substituent at C2, derivatives of **2b**–**d** bearing substituents at C2 in **2a** were also synthesized [25,26]. In the synthesis of these DLAM-**2** compounds, a stereoselective synthetic method was newly developed to control the stereochemistry at C23 and C25, which was an issue in the DLAMs synthesized previously [24]. Synthesis of DLAM derivatives **2a–d** is depicted in Fig 2.

**Fig 2:**
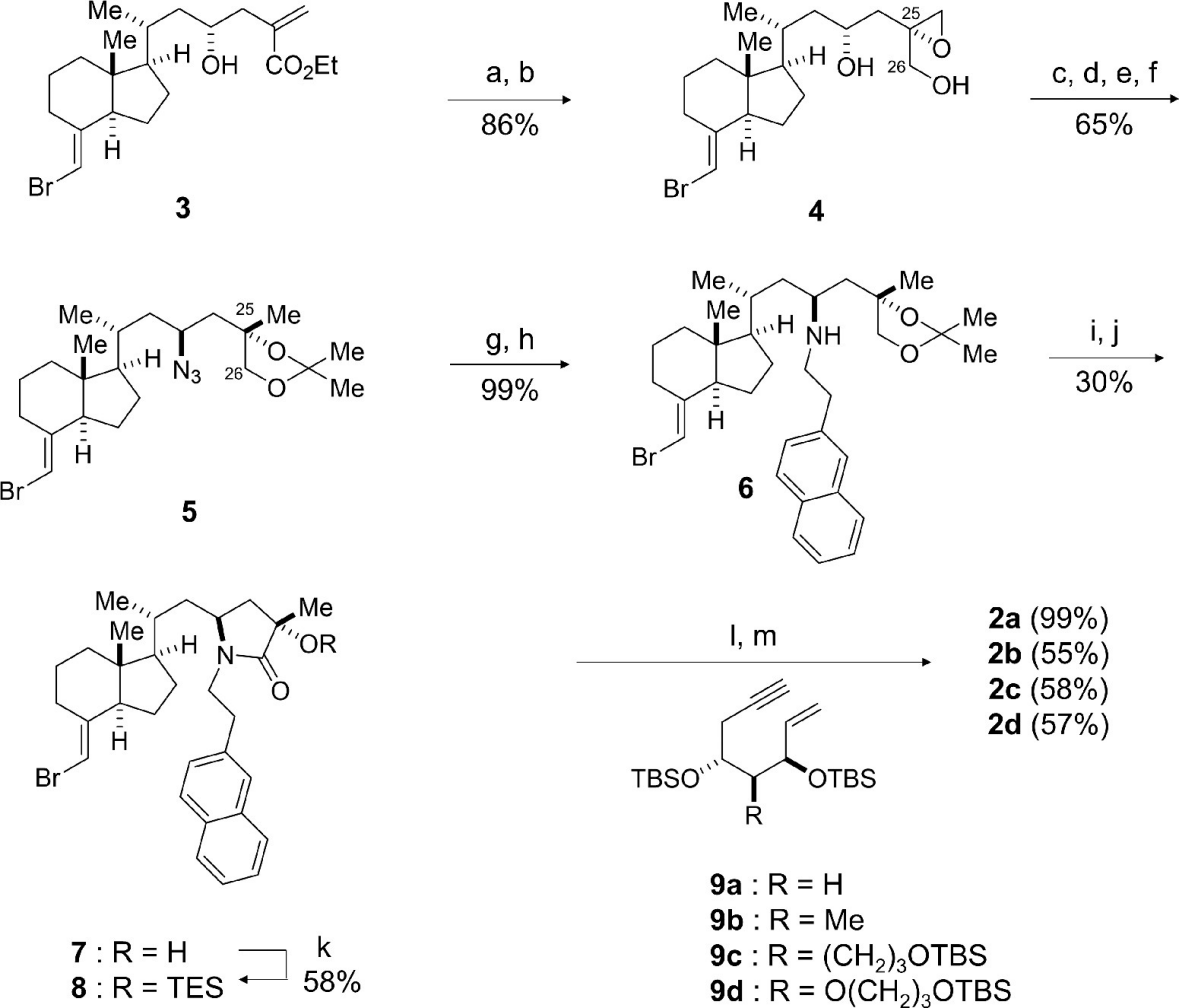
Chemical synthesis of DLAM derivatives 2a–d. Reagents and conditions: (a) DIBAL-H, toluene, 0°C, 1.5 hours; (b) VO (acac)_2_, TBHP, CH_2_Cl_2_, 0°C to room temperature, 30 minutes; (c) LiAlH_4_, THF, 0°C, 30 minutes; (d) p-TsOH・H_2_O, acetone, room temperature, 2 hours; (e) MsCl, Et_3_N, CH_2_Cl_2_, 25°C, 1 hour; (f) NaN_3_, DMF, 60°C, 12 hours; (g) PMe_3_, THF/H_2_O, room temperature to 50°C, 12 hours; (h) 2-(naphthalen-2-yl)acetaldehyde, NaBH_3_CN, MeOH, room temperature, 6 hour; (i) p-TsOH·H_2_O, MeOH, room temperature to 50°C, 9 hours; (j) TEMPO, KBr, NaClO, CH_2_Cl_2_, 0°C, 2 hours; (k) TESOTf, 2,6-lutidine, CH_2_Cl_2_, 0°C, 30 minutes; (l) **9a**–**d**, Pd(PPh_3_)_4_, Et3N, toluene, 90°C, 1 hour; (m) MsOH, MeOH, 0°C to room temperature, 1 hour. DIBAL-H = diisobutylaluminium hydride, acac = acetylacetonate, TBHP = tert-butyl hydroperoxide, THF = tertrahydrofuran, p-TsOH = p-toluenesulfonic acid, MsCl = methylsulfonyl chloride, DMF = N,N-dimethylformamide, TEMPO = 2,2,6,6-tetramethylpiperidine 1-oxyl free radical, TESOTf = triethylsilyl trifluoromethanesulfonate, TES = triethylsilyl, TBS = tert-butyldimethylsilyl, MsOH = methylsulfonic acid. DOI: 10.6084/m9.figshare.23807478. The FID data is available in DOI: 10.6084/m9.figshare.23806101.

Ester **3** [27] was reduced with DIBAL-H to give an allyl/homoallyl alcohol, which was subsequently subjected to Sharpless epoxidation with TBHP as the oxidant in the presence of VO (acac)_2_ as a catalyst to give (23*R*,25*S*)-epoxide **4** predominantly, at a 86% yield and diastereomer ratio of 10:1. After regioselective reduction of the epoxide **4** with lithium aluminum hydride, the resulting 1,2-diol moiety at C25,26 was selectively protected as an acetal with acetone in the presence of *p*-TsOH to give acetonide; the secondary alcohol of acetonide was converted into azide **5** at a 65% yield by reacting with methanesulfonyl chloride in the presence of triethylamine, followed by treatment with sodium azide in DMF at 60°C. After reducing the azide group in **5** under Staudingar reaction conditions with triphenyphosphine and water, the resulting amine was subjected to reductive amination conditions with 2-(naphthalen-2-yl) acetaldehyde and NaBH_3_CN to yield secondary amine **6** with a 2-ethylnaphthalene group, the acetonide group of which was deprotected under acidic conditions to give diol at a 63% yield from **6**. The diol with amine was then subjected to TEMPO and NaClO in the presence of potassium bromide to allow oxidation of the primary alcohol followed by cyclization to lactam **7**, the tertiary hydroxy group of which was protected as triethyl silyl (TES) ether to give the CD ring synthon of **8** at a 58% yield. The DLAM-**2a**-**d** were synthesized by coupling with CD ring **8** and A ring synthons **9a**–**d** [28–30] in the presence of a palladium catalyst followed by deprotection of the triethyl silyl ether group under acidic conditions at 99%, 55%, 58%, and 57% yields, respectively.

### DLAM-2s as VD antagonists in ligand-induced transactivation mediated by VDR in cultured human cells

To assess if DLAMs act as VD antagonists, their antagonistic activity was assessed in a luciferase assay using an artificial gene reporter plasmid harboring a consensus VDRE in the basal promoter. By transfecting the reporter plasmid with a human VDR expression vector in cultured COS-1 cells in the absence or presence of 1α,25(OH)_2_D_3_, the VD transactivation activity of the DLAM-**2a**–**d** was measured. In the presence of 1α,25(OH)_2_D_3_, the DLAM-**2a**–**d** attenuated the VDR transactivation induced by 1α,25(OH)_2_D_3_ (Fig 3A). DLAM-**2a**–**d** alone had a marginal effect on VDR transactivation. Thus, these findings suggest that DLAMs are, at least partially, synthetic antagonists for VDR.

**Fig 3:**
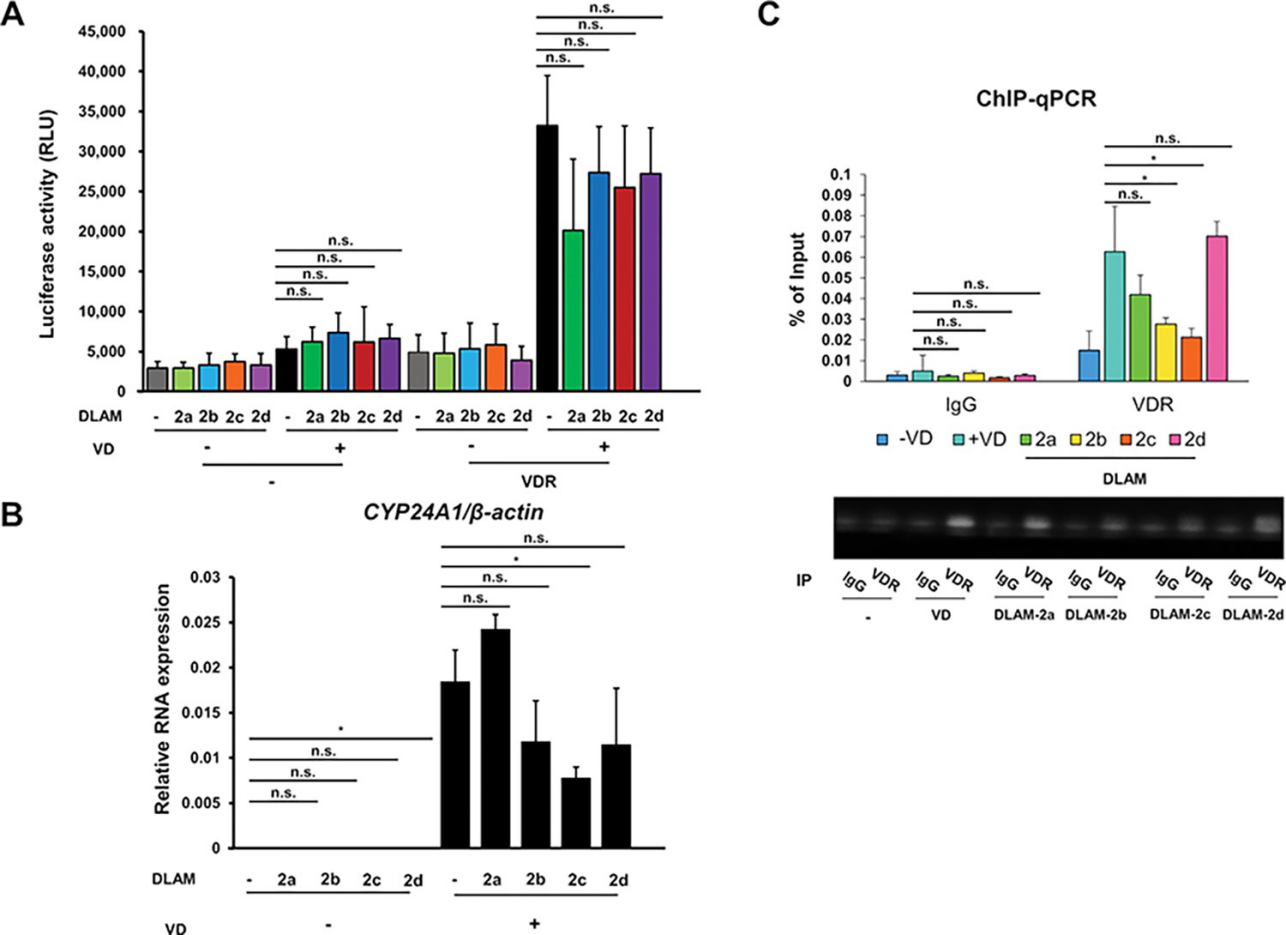
Antagonistic action of DLAM-2s to 1α,25(OH)_2_ vitamin D_3_ for VDR-mediated gene induction in human cultured cells. (A) Luciferase reporter assay using a synthetic VDRE was performed in COS-1 cells treated with 1α,25(OH)_2_D_3_ (depicted as VD in the panel) (100 nM) and/or DLAM-**2**s (1 μM) for 24 h. Values presented are the means ± SD of three independent experiments. (B) Total RNA prepared from HaCaT cells treated with 1α,25(OH)_2_D_3_ (VD) (100 nM) and/or DLAM-**2**s (1 μM) for 4 hours was subjected to quantitative real-time PCR to measure the expression of *CYP24A1*. Values are expressed relative to β-actin and are means ± SD of three independent experiments. (C) ChIP-qPCR analysis of the association of VDR with the CYP24A1 VDRE in HaCaT cells treated with 1α,25(OH)_2_D_3_ (VD)(100 nM) or DLAM-2s (1 μM) for 1.5 hours was performed. Values presented are the means ± SD of three independent experiments. The representative bands of the PCR products were shown by agarose gel electrophoresis. The values in the panels A-C were assessed by post-hoc analysis (Mann-Whitney U-test) after the Kruskal-Wallis test. Statistic differences are shown as “n.s.” for no significance, and “* “for p-value  < 0.05. DOI: 10.6084/m9.figshare.23807481.

### DLAM-2b-d attenuation of 1α,25(OH)_2_D_3_-induced expression of endogenous *CYP24A1* in human cultured cells

Based on these findings, DLAM-**2**s were selected among the DLAMs for further study. We evaluated whether DLAM-**2**s act as an antagonist of 1α,25(OH)_2_D_3_ in terms of endogenous gene expression induced by 1α,25(OH)_2_D_3_. *CYP24A1* was evaluated, as it is the most well-characterized target gene of 1α,25(OH)_2_D_3_-bound VDR, with robust induction within a couple of hours of VD exposure [10,31]. Quantitative real-time PCR showed that in HaCaT human keratinocytes, 1α,25(OH)_2_D_3_ treatment effectively induced expression of *CYP24A1*, as expected, and the presence of DLAM-**2b** attenuated the 1α,25(OH)_2_D_3_-induced *CYP24A1* expression (Fig 3B). Treatment with DLAM-**2**s alone hardly induced *CYP24A1* expression, confirming that DLAM-**2a**-**b** act as a 1α,25(OH)_2_D_3_ antagonist on the endogenous expression of the VD target gene.

Since a 1α,25(OH)_2_D_3_ analog acting as a VDR antagonist was recently shown owing to anchoring VDR in the cytosol [32], we next performed a ChIP-qPCR assay in HaCaT cells to assess whether DLAM-**2**s binding to VDR inhibits its binding to target elements in chromatin. A known VDRE located in the human *CYP24A1* promoter was used for VDR recruitment. The presence of 1α,25(OH)_2_D_3_ induced the association of VDR with the *CYP24A1* VDRE, and the addition of DRAM-**2**s did not fully attenuate the VDR association induced by 1α,25(OH)_2_D_3_ (Fig 3C). Thus, these results suggest that VDR bound DLAM-**2**s can recognize and bind to VDREs and related elements in chromatin for gene regulation. As DLAM-**2b**-**d** looked to similarly serve in these assays as VDR ligands, we picked up DLAM-**2b** for further study.

### **No effect of 1**α**,25(OH)**_**2**_**D**_**3**_ **or DLAM-2b on chromatin opening profile between VD and VD antagonist by ATAC-seq analysis**

We recently reported that a clinically applied androgen receptor (AR) antagonist, bicalutamide (Bic), exhibits chromatin remodeling activity, with a gene expression profile different from that induced by an active androgen (dihydrotestosterone [DHT]), in human prostate cancer cells (LNCaP) expressing endogenous AR [33]. Therefore, we evaluated whether the antagonistic effect of DLAM-**2b** on 1α,25(OH)_2_D_3_-induced gene expression mediates chromatin remodeling. Bic antagonized the effect of DHT on AR-mediated gene transactivation and regulation in prostate cancer cell lines. For this purpose, chromatin accessibility was assessed by an ATAC-seq approach in ligand-treated HaCaT cells endogenously expressing VDR in comparison with the effect of Bic in LNCaP cells by calculating chromatin openness in the whole genome. Consistent with our previous report [33], Bic treatment for 5 hours was potent to remodel chromatin (S2A and S2C Fig) with different pattern of DNA-binding motif enrichment with those induced by DHT (S2B Fig). Accordingly, the gene expression profile as well as gene ontology findings was different in the cells treated with DHT and Bic (S3A–S3C Fig). Among the regulated genes, the genes with regulated expression of more than +/- two-fold inductions were picked up (S4A Fig), and only a few (10) of up-regulated genes by AR ligands were overlapped (S4A Fig), suggesting that each of Bic and DHT regulated a different set of the target genes. Among up-regulated genes under co-treatment of DHT with Bic, 160 genes were overlapped, and Bic antagonized expression of 135 genes out of the 160 genes up-regulated by DHT (S4B Fig).

Unlike AR ligands, neither 1α,25(OH)_2_D_3_ nor DLAM-**2b** appeared to remodel the chromatin environment in HaCaT cells, according to the same calculation based on ATAC-seq results (Fig 4A). Consistently, no obvious chromatin reorganization was seen in the loci of the VD target *CYP24A1* and *HSD17B2-AS1* (lncRNA) genes (Fig 4B). Consistently, enrichment profiles of DNA-binding motifs were similar in cells treated with 1α,25(OH)_2_D_3_ versus DLAM-**2b** (Fig 5A and 5B). To assess gene expression profile, the signal peaks of the mRNA coding regions by ATAC-seq were calculated in cells the treated with 1α,25(OH)_2_D_3_ and DLAM-**2b**. The profiles of the regulated gene expression and gene ontology (GO) analysis were different in the cells treated with1α,25(OH)_2_D_3_ versus DLAM-**2b** (Fig 5C and 5D). When closely comparing the regulated genes of more than +/- two-fold inductions out of the regulated genes by Venn diagram, only 8 genes were overlapped among the up-regulated genes by 1α,25(OH)_2_D_3_ (168) and DLAM-**2b** (177) (Fig 6A), while no overlap was seen for the down-regulated genes (Fig 6A). When DLAM-**2b** was co-treated with 1α,25(OH)_2_D_3_, DLAM-**2b** modulated (positively and negatively) expressions of 1α,25(OH)_2_D_3_-regulated genes (Fig 6B), suggesting a partial agonistic activity of DLAM-**2b**. Thus, these findings suggest that DLAM-**2b** exerts a gene regulatory effect beyond simply antagonizing 1α,25(OH)_2_D_3_ activity.

**Fig 4:**
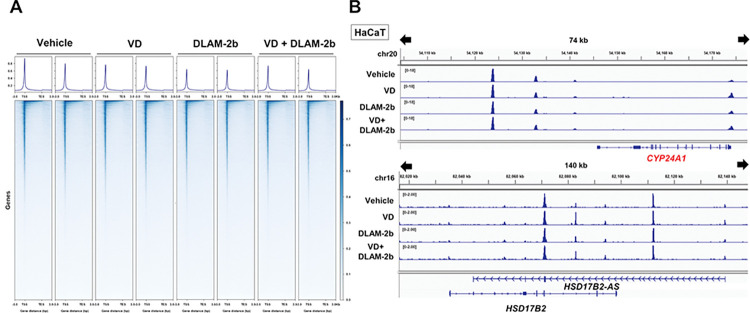
DLAM-2b and 1α,25(OH)_2_ vitamin D_3_ showed no activity to remodel chromatin. Assay for transposases-accessible chromatin (ATAC) analysis was performed in the HaCaT cell line were treated with 1α,25(OH)_2_D_3_ (VD) and/or DLAM-**2b** for 8 hours prior to harvest. (A) Heatmap shows normalized ATAC signals around TSS and TES regions on the whole genome, which visually shows how successful the sequence was. This result indicates different is not significant. (B). Representative sequencing tracks for the gene CYP24A1 and AS-HSD17B2 show ATAC-Seq signals at the promoter and the known enhancer. The data was normalized and the scale on the y-axis was chosen for optimal visualization of peaks for each sample [33]. DOI: 10.6084/m9.figshare.23807487.

**Fig 5:**
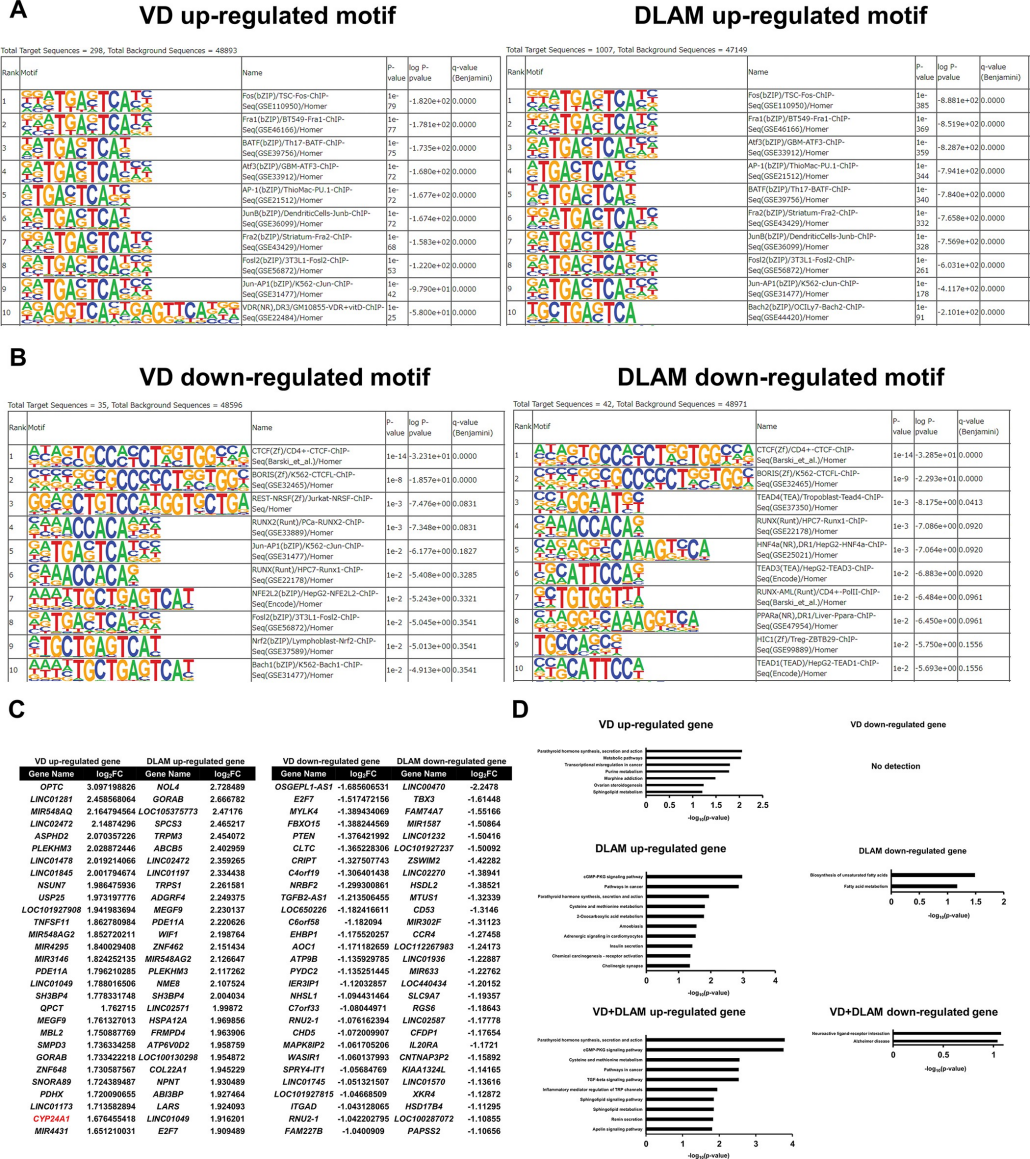
Differential enrichment of transcription factor-binding sequences induced by DLAM-2b and 1α,25(OH)_2_ vitamin D_3_. (A, B) The transcription factor-binding sequences in ATAC-seq peaks based on HOMER (http://homer.ucsd.edu/homer/) analysis in HaCaT cells treated with 1α,25(OH)_2_D_3_(VD) or DLAM-2b for 8 hours were searched and calculated. The top 10 motifs regulated by 1α,25(OH)_2_D_3_ and DLAM-**2b** are shown. (C, D) KEGG pathway analysis of the genes regulated by, 1α,25(OH)_2_D_3_ or DLAM-**2**b. DOI: 10.6084/m9.figshare.23807706.

**Fig 6:**
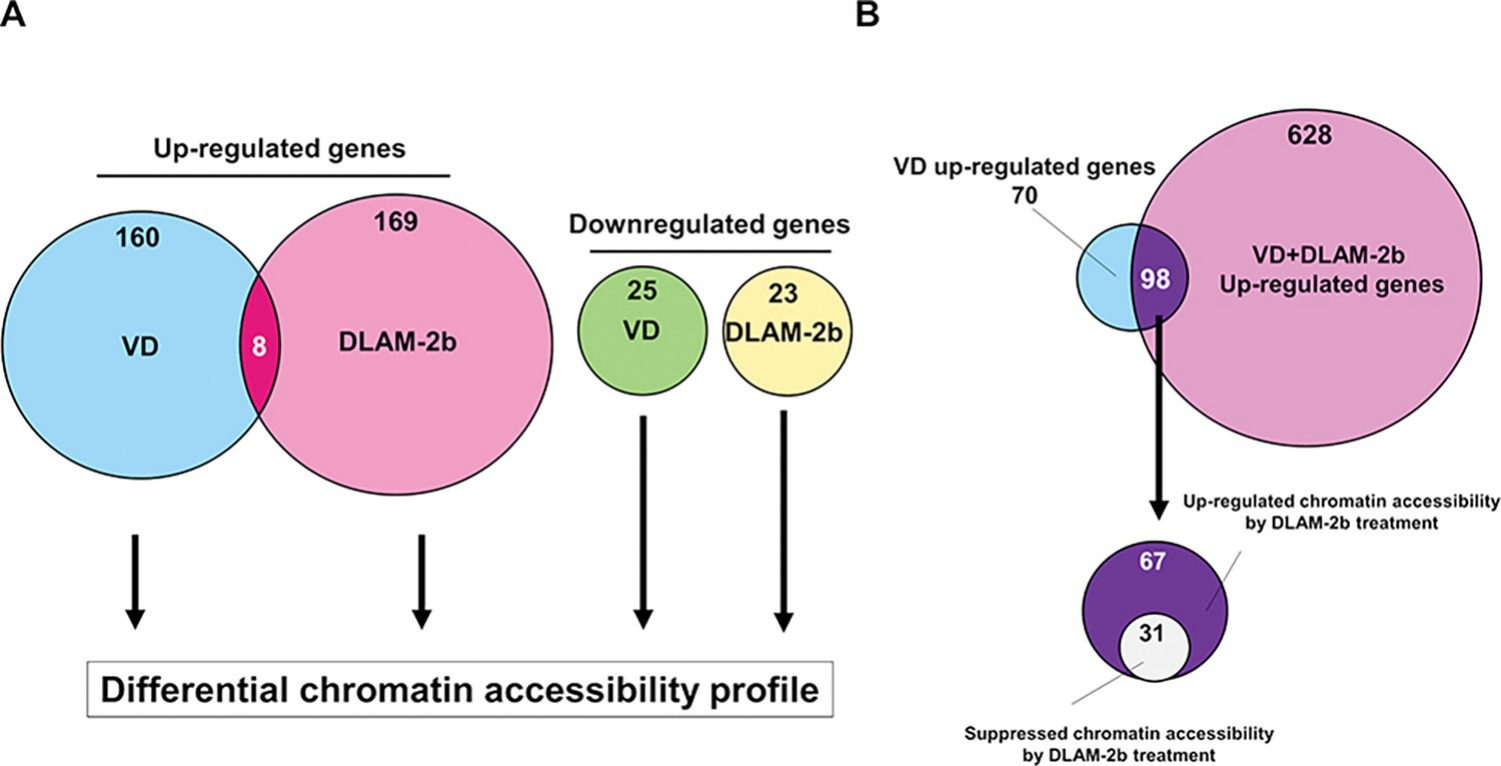
Differential profiles of chromatin accessibility by DLAM-2b and 1α,25(OH)_2_ vitamin D_3_. (A) Venn diagram was used to assess chromatin accessibility profiles of VDR ligand-regulated target regions measured by ATAC-Seq in HaCaT cells. 1α,25(OH)_2_D_3_ (VD) and DLAM-**2b** regulated target regions were selected with p-value<0.05 compared to EtOH that had more than two-fold expression variations were extracted. (B) Venn diagram was used to detect up- or down-regulated effect of DLAM-**2**b for expression of the genes up-regulated by 1α,25(OH)_2_D_3_(VD). DOI: 10.6084/m9.figshare.23807712.

### DLAM-2b as a partial antagonist of 1α,25(OH)_2_D_3_ gene regulation

To evaluate the gene regulatory effect of DLAM-**2b**, we directly compared gene expression profiles in cells treated with 1α,25(OH)_2_D_3_ and/or DLAM-**2b** in HCT116 cell. RNA-seq transcriptome analysis was performed in cells treated with VDR ligands (Fig 7A). 

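RNA was sequenced from HCT116 cells, a human colorectal carcinoma cell line, in wild-type form and with the VDR gene disrupted by genome editing (VDR-KO). Cells of each genotype were treated for 8 hours with vehicle, active vitamin D (VD, 100 nM), the synthetic ligand (DLAM, 1 µM) or both (VD+DLAM). Each of the 8 groups held 3 libraries, which makes 24 libraries. The ligand is written DLAM here because the results of the paper name DLAM-2b, its cell culture methods name another compound of the series for RNA-seq, and the sample labels only say antagonist. The text of the paper does not say whether the 3 libraries of a group came from separate cultures, so each p-value measures only the spread between these libraries. The authors selected poly(A) RNA, sequenced paired reads of 50 and 25 nucleotides, mapped them with STAR to GRCh38 and counted reads per annotated gene with featureCounts. The values used here are these whole counts per gene. Total counts per library ranged from 12891873 to 27720264 (median 15823938) in wild-type vehicle, from 14274302 to 18750607 (median 17750678) in wild-type VD, from 16831029 to 20173165 (median 18092598) in wild-type DLAM and from 13719379 to 14777036 (median 14053172) in wild-type VD+DLAM. In VDR-KO cells they ranged from 14493128 to 15072734 (median 14832460) with vehicle, from 13457269 to 15984435 (median 14448073) with VD, from 14313575 to 14851578 (median 14486141) with DLAM and from 13674010 to 17634870 (median 16359895) with VD+DLAM. Counts were normalized with the TMM method (levels are given as CPM, counts scaled by library size), genes with few counts were left out by edgeR's filter for expression, and 21438 genes were tested with edgeR's quasi-likelihood test in 1 model of the 24 libraries. A gene passed at an adjusted p under 0.05 over all genes tested. Counts at the threshold drawn in Fig 7B of the paper, an unadjusted p under 0.05 and a 2-fold change, are given beside it. Of 200 genes simulated with a 2-fold change at this depth and spread, 86.0% passed, against 25.0% of those with a log2 change of 0.5 and 99.5% of those with a log2 change of 2. The changed genes were drawn only from those with a mean over 50 counts per library, so these shares do not hold for genes with fewer counts. Among 3 libraries that lay apart from their groups in a principal component analysis, replicate 2 of wild-type vehicle lay at -109 on the first component, which held 19.8% of the variance. The other 2 were replicate 2 of wild-type VD, at -96.4 on the third component, and replicate 1 of VDR-KO VD+DLAM, at 75.6 on the fourth.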

Among the regulated genes, the genes of more than +/- two-fold inductions were selected and volcano plot was generated to illustrate gene regulation (Fig 7B). In this plot, the spot representing *CYP24A1* in wild-type cells treated with 1α,25(OH)_2_D_3_ supported the robust induction of *CYP24A1* by 1α,25(OH)_2_D_3_ as well as the antagonistic action of DLAM-**2b** for *CYP24A1* induction 1α,25(OH)_2_D_3_ by (Fig 7B), shown in Fig 3B. 

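VD raised a small group of genes in wild-type HCT116 cells beside CYP24A1. GEM, a small GTP-binding protein, rose by 2.32 on the log2 scale (standard error 0.286, adjusted p = 4.69e-05 from edgeR, n = 3 libraries per group), and SULT1C2, a cytosolic sulfotransferase, by 1.92 (standard error 0.225, adjusted p = 2.34e-05 from the same edgeR test). EFL1, a GTPase that acts in the maturation of the large ribosomal subunit, and SP140L, a nuclear body protein, each rose by 1.17 (standard errors 0.103 and 0.116, adjusted p = 1.29e-07 and 1.04e-06 from edgeR). SLC2A1, the glucose transporter GLUT1, was among the few genes that fell. In all, 35 genes were higher and 3 were lower with VD than with vehicle at an adjusted p under 0.05 from edgeR. EFL1 (ENSG00000140598.15) lies on the minus strand of chromosome 15 of GRCh38 from 82130233 to 82262734, and SP140L (ENSG00000185404.16) on the plus strand of chromosome 2 from 230327184 to 230403732. EFL1 rose from 50.9 ± 3.61 CPM (SD, n = 3) with vehicle to 114 ± 8.94 (SD, n = 3) with VD. GDF15, a cytokine induced by cell stress, rose by 1.14 (standard error 0.141, adjusted p = 4.69e-05 from edgeR), and the long noncoding RNAs AC007128.1 and LINC01967 rose by 1.58 and 1.39 (adjusted p = 9.75e-05 and 0.00196). MOSMO, a regulator of Hedgehog signaling, rose by 0.79, KLK6, a secreted serine protease, by 0.76, and the transcription factors FOSL2 and ETS2 by 0.60 and 0.58, with adjusted p from 0.000587 to 0.00577. The 3 lower genes were AXL, a receptor tyrosine kinase (log2 fold change -0.58, standard error 0.118, adjusted p = 0.0348 from edgeR), SLC1A3, a glutamate transporter (log2 fold change -0.51, standard error 0.0875, adjusted p = 0.00577), and SLC2A1 (log2 fold change -0.40, standard error 0.0828, adjusted p = 0.0384). Of 27 VDR target genes on a fixed list, 5 rose and none fell (8 and 2 adjusted over the list alone), among them EFL1, KLK6 and SERPINB1, an inhibitor of serine proteases (log2 fold change 0.72, standard error 0.129, adjusted p = 0.00747 from edgeR). As a group the VDR target genes were higher with VD than with vehicle, with a median log2 fold change of 0.41 (limma's camera test, adjusted p = 3.75e-08, and adjusted p = 0.00159 with an estimated correlation). CYP24A1 is a member of this list, and the list was not tested without it. At the threshold of Fig 7B, 266 genes were higher and 122 lower with VD, 145 higher and 121 lower with DLAM, and 254 higher and 134 lower with VD+DLAM. Of the 266 genes, 15 also passed the adjusted threshold and 237 had a mean under 50 counts per library, and simulated groups without any change gave 140.5 higher genes on average at this threshold. The simulated groups hold no library that lies apart, so that value can be too low here. Of the 10 ways to split the VD and vehicle libraries into 3 and 3, 5 gave at least the real 388 higher and lower genes (highest other 588). For DLAM 7 of 10 gave at least the real 266 (highest other 408), and for VD+DLAM 4 of 10 the real 388 (429). The real split is included in each, and these counts alone do not show an effect of a ligand. The count of 38 became 304 without vehicle replicate 1, 25 without vehicle replicate 3, 18 without VD replicate 1, 5 in a fit of the 2 groups alone (SLC1A3, AXL, SLC2A1, GDF15, AC007128.1, LINC01967, MOSMO, KLK6, FOSL2, ETS2 and SERPINB1 no longer passed) and 22 without the 3 libraries that lay apart (SLC2A1, SLC1A3 and KLK6 no longer passed). SERPINB1 also lost its call without VD replicate 1 or 3, AXL without vehicle replicate 2 or VD replicate 1 or 3, SLC1A3 without vehicle replicate 3 or VD replicate 1, and SLC2A1 without vehicle replicate 3 or any 1 VD library, and the 266 and 145 higher genes became 598 and 385 without vehicle replicate 1 and 166 and 84 without vehicle replicate 2.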

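VD raised CYP24A1, the 24-hydroxylase that breaks down active vitamin D, 12.7-fold in wild-type cells. DLAM given together with VD left 11.0% of this rise. CYP24A1 was 79.8 ± 15.4 CPM (SD, n = 3) with vehicle, 1015 ± 34.0 (SD, n = 3) with VD and 182 ± 11.5 (SD, n = 3) with VD+DLAM. The gene (ENSG00000019186.10) lies on the minus strand of chromosome 20 of GRCh38 from 54153446 to 54173986. Its log2 fold change from vehicle was 3.67 with VD (standard error 0.135, adjusted p = 1.58e-16 from edgeR) and 1.19 with VD+DLAM (standard error 0.125, adjusted p = 1.09e-05 from edgeR). Against VD alone, VD+DLAM gave a log2 fold change of -2.48 (standard error 0.128, adjusted p = 7.76e-13 from edgeR). In an edgeR fit of the 2 groups alone, the rise of CYP24A1 with VD+DLAM no longer passed (log2 fold change 1.18, adjusted p = 0.103 from edgeR). In each of these 3 comparisons the libraries of the 2 groups did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).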

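With DLAM alone, CYP24A1 stayed at the level of vehicle in wild-type cells, at 75.8 ± 8.63 CPM (SD, n = 3). Its log2 fold change from vehicle was -0.08 (95% interval from -0.33 to 0.18, adjusted p = 0.945 from edgeR). The 27 VDR target genes as a group did not move with DLAM, with a median log2 fold change of -0.02 (limma's camera test, adjusted p = 0.916). Compared directly, VD gave more CYP24A1 than DLAM, with a log2 fold change of 3.74 (standard error 0.135, adjusted p = 1.02e-16 from edgeR), although the doses differed, at 100 nM for VD and 1 µM for DLAM. The exact permutation test of CYP24A1 with DLAM against vehicle gave p = 0.7 (2-sided, n = 3 per group). Over all genes, 0 passed with DLAM at an adjusted p under 0.05 from edgeR, and 0 passed with DESeq2, in the fit of all groups and in a fit of the 2 groups. At an unadjusted p under 0.05 from edgeR, 1134 genes differed between DLAM and vehicle. In the direct comparison of the 2 ligands, 18 genes were higher and 1 was lower with VD than with DLAM. CYTH4, an exchange factor of ARF GTPases, was higher with VD by 2.19 on the log2 scale, SULT1C2 by 2.10, GEM by 1.63, LINC01967 by 1.26, EFL1 by 1.24, SP140L by 1.19 and MOSMO by 0.89. GATA2, a transcription factor, was higher with VD by 0.83, GDF15 by 0.80, KLK6 by 0.78 and ETS2 by 0.54, and SLC1A3 was lower, with a log2 fold change of -0.47. Of the VDR target genes, 3 were higher with VD than with DLAM and none was lower (8 and 1 adjusted over the list alone), and the group was higher (limma's camera test, adjusted p = 1.22e-10, and adjusted p = 0.000371 with an estimated correlation). This test, too, was not run without CYP24A1. The 19 genes became 5 without DLAM replicate 2, 6 without DLAM replicate 3, 8 without VD replicate 1, 11 without VD replicate 3 and 7 in a fit of the 2 groups alone. Of the 12 genes from CYTH4 to SLC1A3, 1, 8 and 7 lost their call without DLAM replicate 1, 2 and 3. Without VD replicate 1, 2 and 3 the losses were 5, 3 and 3, and in the edgeR fit of the 2 groups alone 7. The test could miss smaller differences between the ligands, so genes that did not pass are not shown to respond alike.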

While DLAM-**2b** alone appeared not effective *CYP24A1* induction (middle panel of Fig 7B). Among the 246 genes up-regulated by 1α,25(OH)_2_D_3_, DLAM-**2b** co-treatment modulated expressions of only 46 genes, and attenuated the up-regulated expression of the 25 genes (Fig 7C). However, most of the genes (175) regulated by 1α,25(OH)_2_D_3_ + DLAM-**2b** were not overlapped with the genes (200) regulated by 1α,25(OH)_2_D_3_, suggesting a different gene regulatory action of DLAM-**2b** from that by 1α,25(OH)_2_D_3_ (Fig 7C). 

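DLAM lowered a part of the VD response in wild-type cells. Beside CYP24A1, EFL1 was lower with VD+DLAM than with VD, with a log2 fold change of -0.87 (standard error 0.103, adjusted p = 5.11e-05 from edgeR, n = 3 libraries per group), and so was SP140L, with -0.85 (standard error 0.115, adjusted p = 0.000439 from edgeR). MOSMO (log2 fold change -0.75, standard error 0.115, adjusted p = 0.00288 from edgeR), the protease KLK6 (log2 fold change -0.78, standard error 0.131, adjusted p = 0.0104) and the transcription factor ETS2 (log2 fold change -0.54, standard error 0.0915, adjusted p = 0.0119) were lower as well. These 6 genes were the only ones that passed with VD+DLAM against VD in edgeR, all 6 of them among the 35 genes that rose with VD, and no gene was higher. EFL1 was 62.5 ± 4.66 CPM (SD, n = 3) and SP140L was 46.5 ± 1.34 (SD, n = 3) with VD+DLAM. Of the 27 VDR target genes, 3 were lower with VD+DLAM than with VD and none was higher (4 lower adjusted over the list alone), and the group was lower, with a median log2 fold change of -0.09 (limma's camera test, adjusted p = 1.43e-06, and adjusted p = 0.00550 with an estimated correlation). The 3 genes are CYP24A1, EFL1 and KLK6. No test of the list without them was run, so the group result is not separate from these genes. At an unadjusted p under 0.05 from edgeR 1029 genes differed between VD+DLAM and VD, and with DESeq2 15 passed the adjusted threshold.

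**Figure D1:**
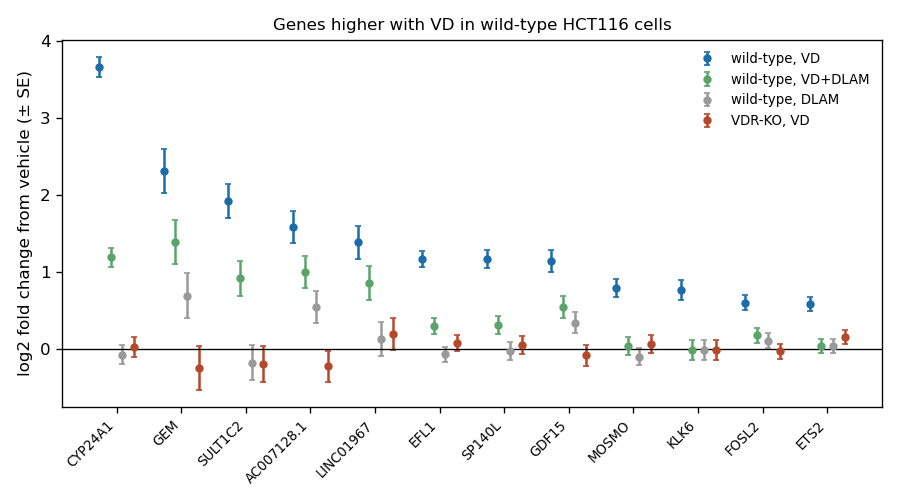
Log2 fold change from vehicle (y axis, points with standard error, n = 3 libraries per group) of 12 genes that rose with VD in wild-type cells (x axis), for wild-type cells with VD, VD+DLAM or DLAM and for VDR-KO cells with VD. CYP24A1 stood at 3.67 with VD and 1.19 with VD+DLAM, and EFL1 at 1.17 with VD.

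At the threshold of Fig 7B, 96 of the 266 genes that were higher with VD were also higher with VD+DLAM. Independent lists of these sizes share 3.15 genes, and simulated groups without any change, set against the same vehicle libraries, shared 40.2 on average and at most 53, but between lists of 140.5 and 141.1 genes on average, so this does not show an excess. Of these 96 genes, 49 had a lower and 47 a higher estimate with VD+DLAM than with VD, and 1 of them was lower at an adjusted p under 0.05. Over all 266 genes, 219 had a lower estimate with VD+DLAM than with VD. Neither share measures an effect of DLAM, since the 266 genes were chosen for high values with VD and the 96 for high values with both. MOSMO lost its call without VD+DLAM replicate 1, KLK6 without VD replicate 1 or 2 or VD+DLAM replicate 1 or 2, and ETS2 without VD replicate 1 or 3 or VD+DLAM replicate 1 or 2, and the count was 3 without VD+DLAM replicate 1 and in a fit of the 2 groups alone. The 96 shared genes became 325 without vehicle replicate 1, 53 without vehicle replicate 2, 169 without vehicle replicate 3 and 50 without the 3 libraries that lay apart.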

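Wild-type cells treated with VD and DLAM together differed from vehicle in 113 genes. SCN9A, a voltage-gated sodium channel, was higher than with vehicle by 1.48 on the log2 scale (standard error 0.217, adjusted p = 0.00292 from edgeR, n = 3 libraries per group), and ARRDC4, an arrestin-like protein, by 1.72 (standard error 0.302, adjusted p = 0.0138 from edgeR). FARSA, a subunit of phenylalanyl-tRNA synthetase, and TOMM40, the channel of the mitochondrial import complex, were lower (log2 fold changes -0.60 and -0.71, adjusted p = 0.0138 and 0.0162 from edgeR). None of these 4 genes passed between VD+DLAM and VD, so they are not shown to differ from VD alone (adjusted p from 0.539 to 0.978 from edgeR). In all, 62 genes were higher and 51 lower with VD+DLAM than with vehicle at an adjusted p under 0.05 from edgeR. All 113 had an estimate in the same direction with VD alone, and 112 with DLAM alone. No direction was thus particular to the combination. These estimates use the same vehicle libraries, so they do not show a shared response either. The lipase LIPH rose by 1.02, the interleukin receptor IL1R1 by 0.94, the zinc finger gene ZNF699 by 0.94, the autophagy gene MAP1LC3B by 0.67, SLFN5 by 0.64, the chaperone gene DNAJB4 by 0.62, AC092683.1 by 0.61, the prion protein gene PRNP by 0.49 and LRIF1 by 0.47. Lower genes included TRIM14 (log2 fold change -0.64), PA2G4 (-0.54), the mitochondrial ribosomal protein gene MRPS23 (-0.52), the telomere gene TERF2 (-0.48), DNAJC11 (-0.48), CAD of pyrimidine synthesis (-0.47), the replication gene MCM2 (-0.47), the translation factor gene EIF3B (-0.44), WDR3 (-0.41) and the tubulin gene TUBB (-0.40). Of 67 ribosome biogenesis genes, 2 fell and none rose (46 fell adjusted over the list alone), NOB1 by a log2 fold change of -0.43 and LYAR by -0.68, and the group had a median of -0.32 (limma's camera test, adjusted p = 2.28e-27, but adjusted p = 0.0852 with an estimated correlation). Of 20 genes of the unfolded protein response, 2 rose (5 adjusted over the list alone), the chaperone genes DNAJB9 (0.62) and DNAJC3 (0.37), and the group was higher (limma's camera test, adjusted p = 4.38e-05, but adjusted p = 0.0914 with an estimated correlation). Of 22 ATF4 target genes 0 passed in edgeR (4 higher adjusted over the list alone, with SLC7A11 at 1.01 and PCK2 at 0.81), and the group was higher (limma's camera test, adjusted p = 5.43e-06, but adjusted p = 0.220 with an estimated correlation). Inflammatory response genes were higher as a group with VD+DLAM, with a median of 0.23 (limma's camera test, adjusted p = 0.000629, and adjusted p = 0.0205 with an estimated correlation), and the cytokine gene IL18 rose by 0.61 (standard error 0.123, adjusted p = 0.0227 from edgeR). VDR target genes were at the threshold as a group, with a median of 0.14 (limma's camera test, adjusted p = 0.0500, but adjusted p = 0.215 with an estimated correlation). Of the genes that passed, 8 of the 35 genes that rose with VD also rose with VD+DLAM. At the threshold of Fig 7B, 170 genes were higher with VD and not with VD+DLAM and 158 with VD+DLAM and not with VD. The 113 genes became 1024 without vehicle replicate 1, 18 without vehicle replicate 2, 17 without vehicle replicate 3, 2 without VD+DLAM replicate 1, 2 without VD+DLAM replicate 2, 57 without VD+DLAM replicate 3, 212 without the 3 libraries that lay apart and 0 in an edgeR fit of the 2 groups alone (DESeq2 gave 610 in all groups and 22 in the 2 groups alone). Over the 113 genes, which were chosen on these libraries, the median log2 difference in their own direction was 0.56 with all libraries. It was 0.67, 0.47 and 0.55 without vehicle replicate 1, 2 and 3 and 0.54, 0.55 and 0.62 without VD+DLAM replicate 1, 2 and 3. Each of these fits reuses libraries on which the genes were chosen, so the size that was kept does not tell a real change from chance. The list members NOB1, LYAR, DNAJB9, DNAJC3 and IL18 lost their call without vehicle replicate 2 or 3 or VD+DLAM replicate 1 or 2. Without VD+DLAM replicate 3 LYAR, DNAJB9 and DNAJC3 lost it, and without the 3 libraries that lay apart NOB1 and LYAR. All the genes named here lost their call in the edgeR fit of the 2 groups alone, and of the 23 genes from SCN9A to TUBB 22 lost it without VD+DLAM replicate 1 and 22 without VD+DLAM replicate 2. Of the same 23, 13 lost it without vehicle replicate 2, 15 without vehicle replicate 3, 1 without VD+DLAM replicate 3 and 13 with DESeq2 on the 2 groups alone. From the genes that were not shared between VD and VD+DLAM, the paper proposes a gene regulatory action of DLAM that differs from that of VD.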

We then assessed if different gene expression profiles reflect biological output by gene ontology (GO) analysis of the treated cells. Consistent with the GO findings by ATAC-seq, cellular events appeared not fully overlapped (Fig 7D). Thus, these findings are supportive again for a different gene regulatory action of DLAM-**2b** as a VDR ligand from that by 1α,25(OH)_2_D_3_.

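Genes of inflammation were higher as a group than with vehicle in wild-type cells, both with VD and with DLAM. Both ligands, and VD+DLAM, were set against the same 3 vehicle libraries, and simulated unchanged groups that share them correlate (r = 0.502 for VD and DLAM), so these are not separate findings for each ligand. Replicate 2 of wild-type vehicle lay apart, and the lists were not tested with any library left out. Of 19 inflammatory response genes, 0 passed singly in edgeR with either ligand, also when adjusted over the list alone. The median log2 fold change of this list was 0.30 with VD (limma's camera test, adjusted p = 0.00289, and adjusted p = 0.0235 with an estimated correlation) and 0.12 with DLAM (limma's camera test, adjusted p = 0.00389, and adjusted p = 0.0391 with an estimated correlation). Its members with the smallest p were the cytokine gene IL7 (log2 fold change 1.95, standard error 0.637, adjusted p = 0.300 from edgeR) and the prostaglandin synthase gene PTGS2 (1.47, standard error 0.519, adjusted p = 0.362) with VD, and IL18 (0.32, standard error 0.122), ICAM1 (0.88, standard error 0.344) and PTGS2 (1.24, standard error 0.520) with DLAM, each with adjusted p = 0.905. Ribosome biogenesis genes had a median log2 fold change of -0.26 with VD (0 passed in edgeR, 17 lower adjusted over the list alone, with GNL3 at -0.35 and LYAR at -0.58) and of -0.09 with DLAM. Their camera test gave adjusted p = 1.92e-20 with VD and 0.00302 with DLAM, but adjusted p = 0.100 and 0.616 with an estimated correlation. The 49 histone genes, whose mRNAs mostly lack a poly(A) tail, had a median log2 fold change of -0.41 with VD and -0.21 with DLAM (limma's camera test, adjusted p = 2.16e-17 and 3.93e-08, but adjusted p = 0.160 and 0.559 with an estimated correlation). Cell cycle genes had a median of -0.10 with VD and -0.06 with DLAM (limma's camera test, adjusted p = 0.000105 and 0.0212, but adjusted p = 0.387 and 0.616 with an estimated correlation). Genes of 4Fe-4S cluster proteins had a median of -0.09 with each ligand (limma's camera test, adjusted p = 0.00410 and 0.0105, but adjusted p = 0.144 and 0.272 with an estimated correlation). Cholesterol synthesis genes and genes of hypoxia and glycolysis were lower as groups with VD, with medians of -0.08 and -0.18 (limma's camera test, adjusted p = 0.00341 and 0.00187, but adjusted p = 0.160 and 0.100 with an estimated correlation). Mucin and O-glycan genes and aryl hydrocarbon receptor targets were higher as groups with DLAM, with medians of 0.17 and 0.28 (limma's camera test, adjusted p = 0.0198 and 0.0400, but adjusted p = 0.329 and 0.272 with an estimated correlation). With VD, the lists of NRF2 targets, p53 targets, interferon response, immediate early genes, Wnt targets and short structured RNAs did not pass, with adjusted p from 0.385 to 0.872 in limma's camera test, although the immediate early gene JUNB (log2 fold change 0.64, adjusted p = 0.0227) and the NRF2 target TXNRD1 (log2 fold change 0.39, adjusted p = 0.0114) rose. In an edgeR fit of the 2 groups alone and without VD replicate 1 neither JUNB nor TXNRD1 passed, and JUNB also lost its call without vehicle replicate 3, VD replicate 2 or the 3 libraries that lay apart, and TXNRD1 without VD replicate 3. At the limits that the paper gives for its GO analysis, a base mean over 5 and a fold change over 4 or under 0.25, DESeq2 gave 127 higher and 75 lower genes with VD and 78 higher and 75 lower genes with DLAM. The ligands shared 40 of the higher and 8 of the lower genes, the median base mean of the 4 lists ranged from 6.19 to 7.72, and GO terms were not tested here.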

**Fig 7:**
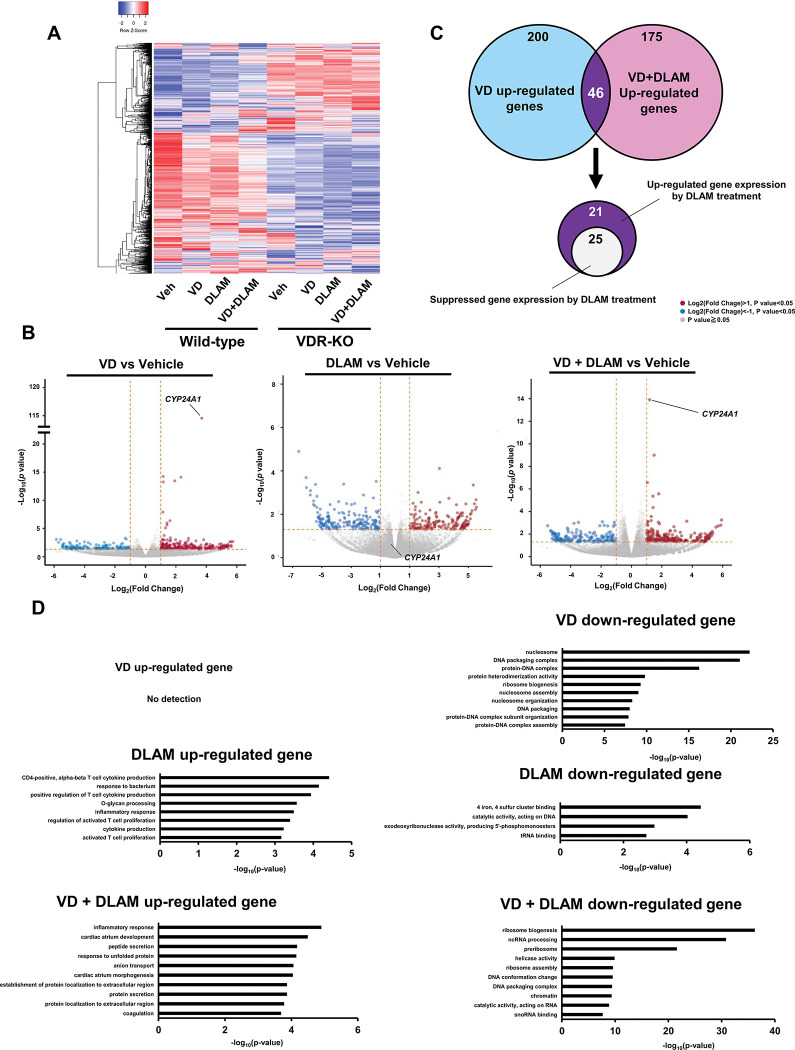
Transcriptome analysis of DLAM-2b action in HCT116 cells. (A) heatmap was created based on the top 2,500 total RNA expression of 4 groups in wild-type and VDR-KO HCT116 cells. The top 2,500 genes were selected by the FPKM data of gene expression. The Heatmapper was used to assess the variation of gene expression by 1α,25(OH)_2_D_3_ (VD) and DLAM-**2b** in the RNA-seq samples (http://www.heatmapper.ca/expression/). Z-score normalization were performed on the normalized read counts across samples for each gene. Z-scores are computed on a gene-by-gene (row-by-row) basis by subtracting the mean and then dividing by the standard deviation. Genes with red were up-regulated and blue were down-regulated. Since the rows were Z-Score scaled, the colors represent a single gene’s varying expression across the samples. The x-axis is the average of three samples. The y-axis is the minus log10 scale of the p values, which indicates the significant level of expression difference. (B) Volcano map of DEGs with treatment of 1α,25(OH)_2_D_3_ (VD) and/or DLAM-**2b** in wild-type HCT116 cells. The ggVolcanoR was used to identify DEGs between 1α,25(OH)_2_D_3_ and/or DLAM-**2b** based on RNA-Seq data (https://ggvolcanor.erc.monash.edu/). The x-axis is the log2 scale of the fold change of gene expression. The y-axis is the minus log10 scale of the p values, which indicates the significant level of expression difference. (C) Co-treatment of DLAM-**2b** with 1α,25(OH)_2_D_3_ was partially suppressive of gene induction by 1α,25(OH)_2_D_3_. (D) GO enrichment analysis was performed to classify the differential genes regulated by 1α,25(OH)_2_D_3_(VD) or DLAM-**2**b. DOI: 10.6084/m9.figshare.23807718.

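VDR-KO cells differed from wild-type cells over all treatments in many of the most highly expressed genes. TACSTD2, the cell surface antigen TROP2, was 32.4 ± 6.76 FPKM (SD, n = 12 libraries) in wild-type and 122 ± 20.8 (SD, n = 12) in VDR-KO cells, and the glutamate transporter gene SLC1A3 was 22.3 ± 3.39 (SD, n = 12) and 58.3 ± 2.59 (SD, n = 12). PRKDC, the catalytic subunit of a DNA repair kinase, was 112 ± 4.71 FPKM (SD, n = 12) in wild-type and 57.7 ± 4.09 (SD, n = 12) in VDR-KO cells, and CAV1, the coat protein of caveolae, was 45.6 ± 7.15 (SD, n = 12) and 17.4 ± 1.70 (SD, n = 12). These genes gave log2 fold changes of 1.90 for TACSTD2 (standard error 0.0933), 1.36 for SLC1A3 (standard error 0.0575), -0.94 for PRKDC (standard error 0.0330) and -1.33 for CAV1 (standard error 0.0643), with adjusted p of 2.59e-13, 3.01e-14, 1.14e-15 and 2.59e-13 from limma. The oxidoreductase gene NQO1 (78.7 to 125 FPKM) and the tight junction gene OCLN (17.3 to 30.5 FPKM) were also higher in VDR-KO cells, and the centromere gene HJURP (29.3 to 12.1 FPKM) and the myosin gene MYH9 (74.3 to 32.4 FPKM) were lower. Of the 2500 genes with the highest mean FPKM in the authors' table, 499 were higher and 877 lower in VDR-KO cells at an adjusted p under 0.05, and 9 of these 1376 differed by over 2-fold. The test was limma on log2 FPKM with 1 added, with the 4 treatments of each genotype weighted equally. Genotype held 35.1% of the variance of the 2500 genes and the spread between libraries of a group 46.1%. The paper's text does not say how many VDR-KO lines or clones were used, so loss of VDR cannot be told apart here from other differences between the cells.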

### Differential gene expression profiles in cells treated with 1α,25(OH)_2_D_3_ versus DLAM-2b

As synthetic NR ligands exhibit often biological actions in a NR-dependent manner, we applied VDR-knockout (KO) HCT116 cell to verify if DLAM-**2b** indeed mediates VDR as a ligand in the gene regulatory action [10,31]. 

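VDR mRNA was lower in VDR-KO than in wild-type HCT116 cells and was not gone. VDR (ENSG00000111424.12), the vitamin D receptor, lies on the minus strand of chromosome 12 of GRCh38 from 47841537 to 47943048, and its exons overlap AC121338.1. With vehicle it was 23.0 ± 4.60 CPM (SD, n = 3) in wild-type and 3.95 ± 0.723 (SD, n = 3) in VDR-KO cells, a log2 fold change of -2.55 (standard error 0.221, adjusted p = 8.31e-09 from edgeR). The libraries of the genotypes did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In wild-type cells VDR was 19.4 ± 2.09 (SD, n = 3) with VD, 23.6 ± 0.544 (SD, n = 3) with DLAM and 22.1 ± 1.67 (SD, n = 3) with VD+DLAM, and none of the 3 passed against vehicle (adjusted p of 0.705, 0.989 and 0.924 from edgeR). In VDR-KO cells it was 3.70 ± 1.37 (SD, n = 3) with VD, 3.42 ± 0.494 (SD, n = 3) with DLAM and 3.25 ± 1.03 (SD, n = 3) with VD+DLAM. The paper reports a lack of VDR protein in these cells by Western blotting (S5 Fig), which counts per gene do not measure.

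**Figure D2:**
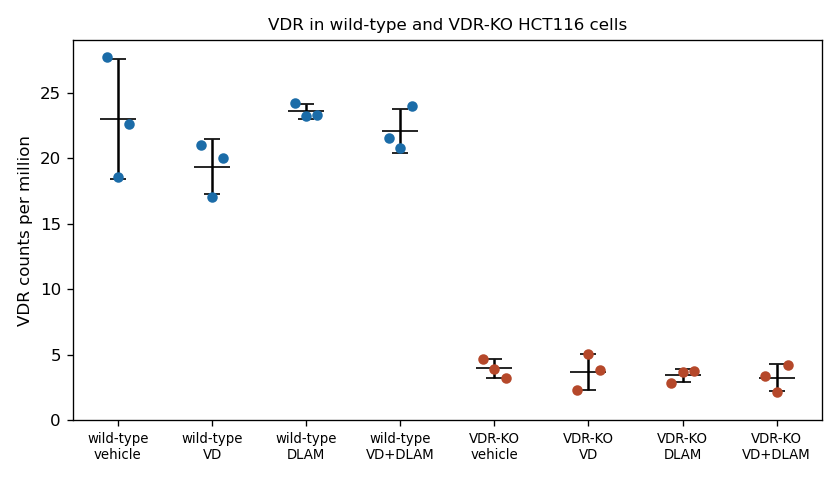
VDR CPM (y axis) in the 24 libraries by genotype and treatment (x axis). Points are libraries, horizontal marks are means and bars are SD (n = 3). The wild-type groups average from 19.4 to 23.6 and the VDR-KO groups from 3.25 to 3.95.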

Four genes showed up-regulation by 1α,25(OH)_2_D_3_ in both of wild-type and VDR-KO cells, so that the remained 246 genes regulated by 1α,25(OH)_2_D_3_ were considered as the VDR target genes (Fig 8A). Likewise, we considered the 163 genes up-regulated by DLAM-**2b** as the VDR targets (Fig 8B). 

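The genes that VD raised in wild-type cells did not rise as a group in VDR-KO cells. The difference between the genotypes in the response to VD passed the test in 7 genes, all with a larger response in wild-type cells. These were EFL1 (a difference of 1.10 in log2 fold change, standard error 0.147, adjusted p = 0.000593 from edgeR), SP140L (1.12, standard error 0.163, adjusted p = 0.00180), SULT1C2 (2.13, standard error 0.323, adjusted p = 0.00272), GEM (2.57, standard error 0.402, adjusted p = 0.00357), the long noncoding RNA AC007128.1 (1.81, standard error 0.287, adjusted p = 0.00357), the cytokine gene GDF15 (1.23) and CYP24A1. With VD in VDR-KO cells, 0 genes passed at an adjusted p under 0.05 from edgeR, 0 passed with DESeq2 in the fit of all groups or of the 2 groups, and 684 had an unadjusted p under 0.05. The 35 genes that rose with VD in wild-type cells had a median log2 fold change of 0.03 with VD in VDR-KO cells, and 19 of the 35 had a higher estimate than with vehicle. The VDR target genes as a group had a median log2 fold change of -0.01 with VD in VDR-KO cells (limma's camera test, adjusted p = 0.982), and their response was larger in wild-type cells (limma's camera test of the difference, adjusted p = 6.74e-07, and adjusted p = 0.00462 with an estimated correlation). Their list holds CYP24A1 and EFL1, and it was not tested without them. In VDR-KO cells 118 genes were higher and 95 lower with VD at the threshold of Fig 7B. Of the 266 genes that were higher with VD in wild-type cells, 7 were also higher in VDR-KO cells and 259 were not, and 116 of the 266 had an unadjusted p under 0.05 from edgeR for the difference between the genotypes, so most of the 259 are not shown to differ. Independent lists of these sizes share 1.46 genes by chance, and simulated groups without any change shared 4.60 on average and at most 10 between lists of 140.5 and 141.6 genes on average. The cytokine gene IL7, which Fig 8A names, had a mean of 9.67 counts with vehicle and 27.7 with VD in wild-type cells and of 12 and 28.3 counts in VDR-KO cells, and passed this threshold in wild-type cells only. RNU6-823P, a small nuclear RNA pseudogene that it also names, had a mean of 0 counts with vehicle and 6.33 with VD in wild-type and of 0 and 4.67 in VDR-KO cells, too few to be tested. The 7 genes became 16 without wild-type vehicle replicate 1, the 7 shared genes became 11 without VDR-KO vehicle replicate 1 and 3 with a limit of 5 on the mean count, and the 118 became 209, 183 and 178 without VDR-KO vehicle replicate 1, 2 and 3 and 188 without the libraries that lay apart.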

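In edgeR's test of all groups no gene passed with DLAM in either genotype or in its response between the genotypes, although some passed under other settings. In VDR-KO cells 0 genes passed with DLAM in edgeR and 0 with DESeq2 in the fit of all groups, while 80 passed with DESeq2 in a fit of the 2 groups and 970 had an unadjusted p under 0.05 from edgeR. For the difference between the genotypes 0 genes passed in edgeR and 0 in DESeq2, and 621 had an unadjusted p under 0.05 from edgeR. For VDR-KO cells edgeR gave 9 genes in a fit of the 2 groups, 7 without the 3 libraries that lay apart and 29 with no filter on low counts. In wild-type cells it gave 5 with no filter and 1 without vehicle replicate 1, and for the difference between the genotypes 5 with no filter. CYP24A1 had a log2 fold change of -0.26 with DLAM in VDR-KO cells (standard error 0.127, adjusted p = 0.999 from edgeR). The 27 VDR target genes had a median log2 fold change of -0.03 with DLAM in VDR-KO cells (limma's camera test, adjusted p = 0.747). Histone genes and Wnt target genes were lower and genes of the unfolded protein response were higher as groups with DLAM in VDR-KO cells, with medians of -0.17, -0.09 and 0.11 and no member past the adjusted threshold (limma's camera test, adjusted p = 0.00559, 0.0411 and 0.00601, but adjusted p = 0.994, 0.500 and 0.500 with an estimated correlation). At the threshold of Fig 7B, 123 genes were higher and 75 lower with DLAM in VDR-KO cells. Of the 145 genes that were higher with DLAM in wild-type cells, 4 were also higher in VDR-KO cells and 141 were not, and 50 of the 145 had an unadjusted p under 0.05 from edgeR for the difference between the genotypes. Independent lists of these sizes share 0.832 genes by chance, and simulated groups without any change shared 4.15 on average and at most 8 between lists of 142.7 and 141.6 genes on average. Of the 145 genes, 142 had a mean under 50 counts per library and 50 were protein-coding. The genes that Fig 8B names had few counts with vehicle and DLAM. FALEC, a long noncoding RNA, had means of 2 and 17.3 counts in wild-type and 1.67 and 13.3 in VDR-KO cells, AC137932.2 had 2.33 and 14.7 and then 0.667 and 7, and AC021086.1 had 9 and 23.3 and then 4.33 and 15.7. AL360219.1 had 0.333 and 7.33 and then 0 and 6.67, and the zinc finger gene ZNF521 had 0 and 4.33 in both genotypes, too few to be tested. FALEC, AC137932.2 and AL360219.1 passed this threshold in both genotypes, and AC021086.1 in neither. The 4 shared genes became 10 without wild-type vehicle replicate 3, 8 and 7 without VDR-KO vehicle replicate 1 and 3, 2 without wild-type vehicle replicate 2 or VDR-KO DLAM replicate 3 and 0 with genes of a mean of at least 50 counts, and the 123 became 224 and 223 without VDR-KO vehicle replicate 1 and 2 and 208 without the libraries that lay apart.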

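Genes that VD and DLAM both raised in wild-type cells passed only without adjustment. At an unadjusted p under 0.05 and a 2-fold change from edgeR, 60 genes were higher with VD and with DLAM, 206 only with VD and 85 only with DLAM. Without the genes that were also higher in VDR-KO cells, 259 genes for VD and 141 for DLAM shared 56. The long noncoding RNA AC137932.2 was among the genes past this threshold with both ligands, with a mean of 15.3 counts with VD. Both lists were set against the same 3 vehicle libraries, which adds shared genes, so simulated groups without any change shared 40.8 genes on average and at most 54, where independent lists of these sizes share 1.80. The simulated lists held 140.5 and 142.7 genes on average, against 266 and 145, so these values do not show an excess of shared genes. Over 13626 genes, which are not independent replicates, the log2 fold changes with VD and with DLAM correlated with r = 0.591, against r = 0.502 in the simulated groups. In VDR-KO cells, where 0 genes passed with either ligand in edgeR (684 and 970 at an unadjusted p under 0.05, 0 with DESeq2 in the fit of all groups, 0 and 80 in a fit of the 2 groups), the same values were r = 0.616 and r = 0.498. The same correlation between the genotypes, which share no library, was r = 0.0682 for VD and r = 0.189 for DLAM across these genes, against r = 0.00114 and r = 0.000137 in the simulated groups. The simulated counts were drawn independently for each gene, so they lack genes that vary together, which can raise or lower r by chance. None of these correlations therefore shows a response that the ligands or the genotypes share. The 60 shared genes became 247 without vehicle replicate 1, 30 without vehicle replicate 2, 146 without vehicle replicate 3, 37 without the libraries that lay apart and 1 with genes of a mean of at least 50 counts.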

When compared the VDR targets for 1α,25(OH)_2_D_3_ (246) and DLAM-**2b** (163), only 24 genes were overlapped (Fig 8C). For down-regulated genes, similarly only 38 genes were overlapped (Fig 8D). Thus, these findings are supportive again for a different gene regulatory action of DLAM-**2b** as a VDR ligand from that by 1α,25(OH)_2_D_3_.

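Few genes were lower with both ligands in wild-type cells. The threshold of Fig 7B gave 122 genes lower with VD, 121 lower with DLAM and 12 lower with both. None of these 12 was also lower in VDR-KO cells, and without the genes that were, 120 genes for VD and 119 for DLAM shared 12. In VDR-KO cells 2 of the 122 genes were also lower with VD, and 2 of the 121 with DLAM. AXL, SLC1A3 and SLC2A1, the 3 genes that were lower with VD at an adjusted p under 0.05 from edgeR, all fell by less than 2-fold and are not among the 122. Simulated groups without any change shared 18.3 lower genes between VD and DLAM on average and at most 24, between lists of 140.9 and 141.7 genes on average, where independent lists of these sizes share 0.689. The 12 shared genes became 59 without vehicle replicate 1, 7 without vehicle replicate 2, 51 without vehicle replicate 3 and 0 with genes of a mean of at least 50 counts, and the 122 became 229 without vehicle replicate 1, 209 without vehicle replicate 3, 218 without VD replicate 1, 274 without VD replicate 3 and 68 without the libraries that lay apart.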

**Fig 8:**
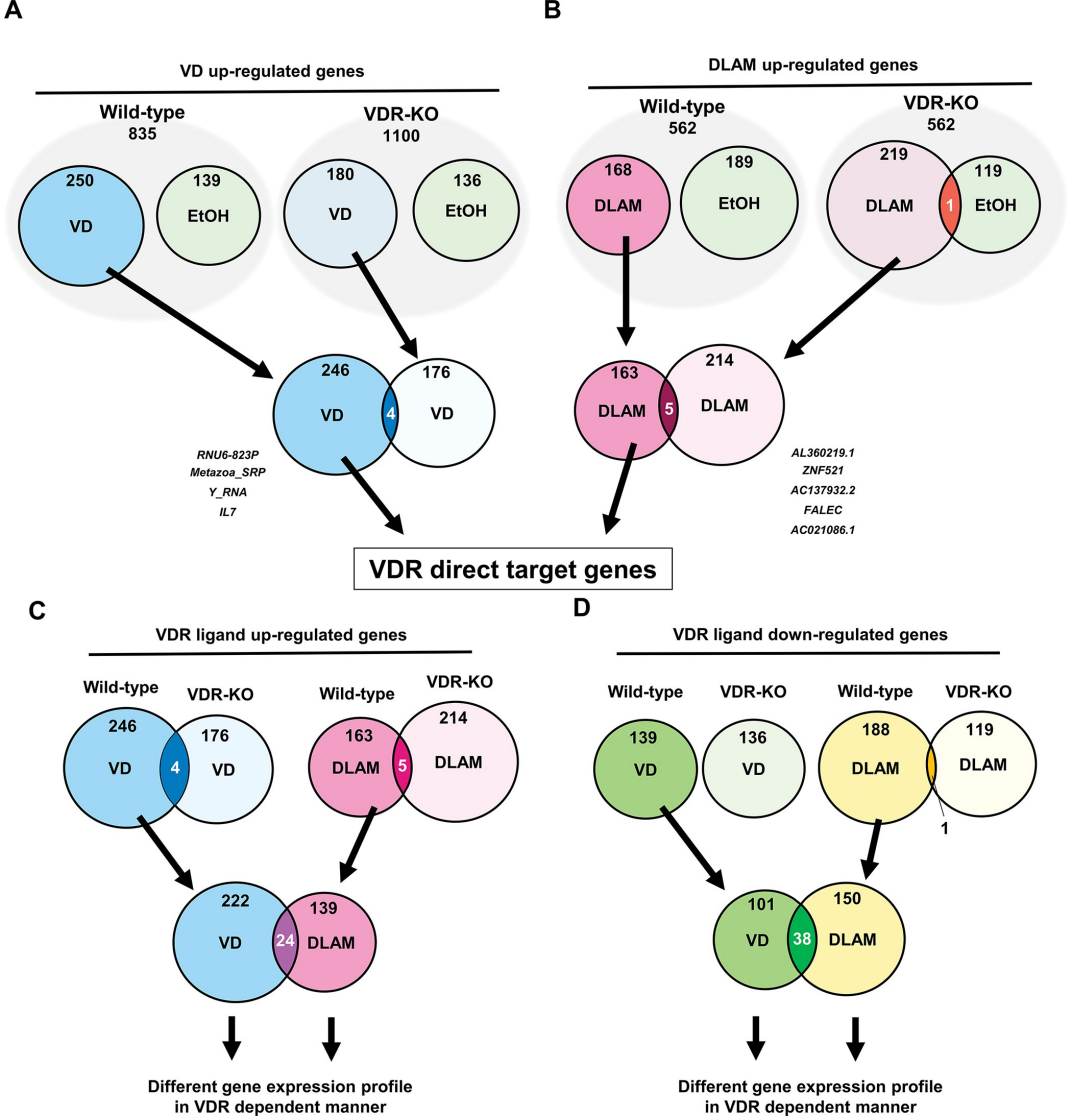
Differential expression profiles of the genes regulated by DLAM-2b and 1α,25(OH)_2_ vitamin D_3_. (A, B) Venn diagram was used to identify VDR target genes regulated by DLAM-**2b** and 1α,25(OH)_2_D_3_ (VD) in wild-type and VDR KO HCT116. The numbers of the VDR target genes regulated by the two VDR ligands are depicted. (C, D) Venn diagram shows differential profiles of VDR target genes regulated by DLAM-**2b** and 1α,25(OH)_2_D_3_. DOI: 10.6084/m9.figshare.23807727.

## Discussion

As 1α,25(OH)_2_D_3_ exerts a wide variety of functions under physiological and pathological settings [1–4], development of synthetic VDR ligands with desirable VD activity is beneficial. All VDR agonists developed so far possess hypercalcemic activity, and hence their clinical application to mitigate pathological events is limited in administrated doses of VDR antagonists [20–22]; this is insufficient to fully achieve the efficiency needed for disease treatment. Therefore, a VDR ligand with no or marginal calcemic activity is ideal for application as a drug with anti-tumor and/or anti-inflammatory activity. While it is still unclear whether the anti-tumor or anti-inflammatory activity of 1α,25(OH)_2_D_3_ is attributed to the transactivation (agonistic) or transrepressive (antagonistic) function of ligand-activated VDR [34–36], the 1α,25(OH)_2_D_3_ calcemic activity is attributed to the ligand-induced transactivation function of VDR [20–22]. The present study was thus conducted to develop a partial VDR antagonist with agonistic activity that retains the beneficial activities, but without the calcemic activity, of 1α,25(OH)_2_D_3_. As a result, four candidates synthetic VDR ligands with antagonistic effects on VDR-mediated transactivation were selected from numerous 1α,25(OH)_2_D_3_ analogues.

In a luciferase reporter assay conducted in cultured cells, DLAMs expectedly antagonized, but only partially, 1α,25(OH)_2_D_3_-induced VDR transactivation and they alone showed a marginal effect on VDR-mediated transactivation in COS-1 cells. Consistently, when compared with 1α,25(OH)_2_D_3_-induced expression of endogenous *CYP24A1* in HaCaT cells, DLAM-**2**s alone had no effect on *CYP24A1* induction yet inhibited 1α,25(OH)_2_D_3_-induced *CYP24A1* expression (Fig 3B). Though TEI-9647 was previously developed as a VDR antagonist based on the VDR transactivation function [23], its antagonistic action for regulation of endogenous gene expression remains elusive. Given the relevant affinity of DLAM-**2**s to VDR compared with that of 1α,25(OH)_2_D_3_ (Table 1), DLAM-**2**s are assumed as partial VDR antagonists. Since the androgen receptor antagonist Bic differentially remodeled the chromatin environment compared with DHT in our recent study [33], we evaluated whether DLAM-**2b** exhibits potent chromatin remodeling activity. Using ATAC-seq in HaCaT cells to assess chromatin openness, unlike AR ligands, neither DLAM-**2b** nor 1α,25(OH)_2_D_3_ affected dynamic chromatin remodeling. However, the gene expression profiles obtained by ATAC-seq and RNA-seq in cells treated with VDR ligands showed that DLAM-**2b** regulated a partially overlapping, but different, set of genes from that regulated by 1α,25(OH)_2_D_3_. These findings suggest that DLAM-**2b** partially antagonizes the effect of 1α,25(OH)_2_D_3_ on gene regulation. The expression profile of the endogenous genes regulated by DLAM-**2b** implies that DLAM-**2b** serves as a VDR partial agonist/antagonist. Though we assume the DLAM-**2b** is a VDR ligand, but cannot exclude a possibility that a subgroup of the genes regulated by DLAM-**2b** is not under targets for VDR bound DLAM-**2b**, but may be due to an off-target effect of DLAM-**2b** through unknown cellular signaling(s). From the gene ontology analysis of the regulated genes by DLAM-**2b** (Figs 5D and 7D), several cellular signaling and cellular events appeared to be modulated by DLAM-**2b,** partially different from 1α,25(OH)_2_D_3_. It is not possible to exclude a possibility at this stage that a part of the modulated events by DLAM-**2b** is owing to off-target action not mediating VDR, since in the VDR KO cells, expressions of a group of the genes were affected (Fig 8). 

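In VDR-KO cells with VD and DLAM together, replication-dependent histone genes had a lower median than with vehicle, which only 1 of 2 settings called. Their mRNAs mostly lack a poly(A) tail, and poly(A) RNA was selected for these libraries. Replicate 1 of this group lay apart, and the list was not tested without it. The 49 histone genes had a median log2 fold change of -0.34 (limma's camera test, adjusted p = 2.06e-09, but adjusted p = 0.822 with an estimated correlation), and none of them passed singly in edgeR. H4C2 and H2AC7 had the smallest p, with log2 fold changes of -0.75 (standard error 0.270, adjusted p = 0.622 from edgeR) and -0.78 (standard error 0.298, adjusted p = 0.650 from edgeR). Cell cycle genes, cholesterol synthesis genes and genes of hypoxia and glycolysis were also lower as groups, with medians of -0.10, -0.09 and -0.05 (limma's camera test, adjusted p = 0.00155, 0.0123 and 0.0144, but adjusted p = 0.823, 0.526 and 0.526 with an estimated correlation). Ribosome biogenesis genes were higher as a group, with a median of 0.08 (limma's camera test, adjusted p = 0.0264, but adjusted p = 0.860 with an estimated correlation). CYP24A1 was 63.3 ± 5.99 CPM (SD, n = 3) with VD+DLAM in VDR-KO cells. Over all genes, 0 passed with VD+DLAM in VDR-KO cells in edgeR and 0 with DESeq2 in the fit of all groups, while 81 passed with DESeq2 in a fit of the 2 groups and 1446 had an unadjusted p under 0.05 from edgeR. The threshold of Fig 7B gave 222 higher and 115 lower genes. The groups that received DLAM against those that did not, over VD and vehicle, gave 0 genes in VDR-KO cells in edgeR (11 with DESeq2, 1217 at an unadjusted p under 0.05 from edgeR). In wild-type cells the same contrast gave CYP24A1 (log2 fold change -1.28, standard error 0.0881, adjusted p = 9.30e-10 from edgeR) and EFL1 (-0.47, standard error 0.0727, adjusted p = 0.00655 from edgeR), both lower with DLAM. EFL1 lost this call without DLAM replicate 3 or VD+DLAM replicate 3 of wild-type cells, the 2 genes became 18 without wild-type vehicle replicate 1 and 7 without the libraries that lay apart, and the 0 genes in VDR-KO cells became 4 without those libraries.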

To assess if DLAM-**2b** exerts the assumed tissue-specific action, animal experiment is thus clearly required, from recent reports of synthetic VDR ligands in gene regulation [32,37]. Even though, the findings from the GO analyses by the two approaches are supportive for our idea that DLAM-**2b** behaves like a VDR ligand in gene regulation, leading to a biological outcome, that is different from that by 1α,25(OH)_2_D_3_.

The molecular basis of the gene regulatory effect of DLAM-**2b** remains elusive, but we can speculate that DLAM-**2b** and 1α,25(OH)_2_D_3_ differentially alter the VDR protein structure upon VDR binding. Ligand-induced structural alterations in nuclear receptors are coupled with ligand-dependent associations of transcriptional co-regulators [12,38]. As VDR associates with a number of co-regulators in a 1α,25(OH)_2_D_3_-dependent manner [15], it is conceivable that a specific VDR structure induced by DLAM-**2b** binding affects the ligand binding-induced associations of VDR co-regulators with VDR. Ligand type-specific combinations of VDR and co-regulators might regulate different sets of VDR target genes. This possibility has already been verified with SERMs [18,19]. SERMs are synthetic ERα ligands that act as partial agonist/antagonists of ERα by modulating its N-terminal and C-terminal activation function domains (AF-1 and AF-2, respectively). Since SERMs reportedly activate the AF-1, while repressing the AF-2, function of ERα, SERMs act as agonists in tissues such as bone, where the AF-1 is dominant to the AF-2 in ERα homodimers [39]. The antagonistic actions of SERMs are attributed to suppression of AF-2 function in the female reproductive organs of experimental rodents and humans [18,19,38]. The molecular basis of such tissue-specific actions of SERMs may be SERM-specific alteration of ERα protein structure, following SERM-specific recruitment of co-regulators facilitating the function of the ERα AF-1 and AF-2 [38,40]. Unlike ERα, VDR contains only the AF-2, as the A/B domain of VDR is too short to serve as an AF-1 domain for docking of co-regulators [8,13]. However, as VDR heterodimerizes with RXRα, RXRβ, or RXRγ, the AF-1 function of the RXR might compensate for the lack of VDR AF-1 function in the heterodimer [41].

Regarding the structure of VDR altered by DLAM-**2b** binding compared with 1α,25(OH)_2_D_3_ binding, Rovito *et al*. recently illustrated ligand-type alterations in the ligand-binding domain (LBD) of VDR [32]. By comparing shifts in the angle of the VDR LBD helix induced by 1α,25(OH)_2_D_3_, the VDR ligand ZK168281 effectively altered the VDR LBD. Consequently, nuclear localization of VDR-bound ZK168281 was impaired, partially accounting for the antagonistic activity of this compound [32]. Gene expressed profiles among the five known VDR targets determined by RT-qPCR assay revealed 1α,25(OH)_2_D_3_ agonistic and antagonist activities of ZK168281. More strikingly, this compound ameliorated the hypercalcemia induced by excess 1α,25(OH)_2_D_3_ in intact mice. Considering the findings of Rovito *et al*. and our group, the agonistic/antagonist action of DLAM-**2b** in gene regulation could be due to the differentially altered structure of VDR, and this hypothesis remains to be tested at the protein structure level.

Differential effects of SERMs in association with ERα co-regulators other than estrogen have been described, but only a limited number of co-regulators among the known ERα co-regulators have been evaluated at this stage [12,38]. In addition to histone modifiers and chromatin-remodeling factors regulating ERα, a pioneer factor (FOXA1) regulates the effects of ERα on chromatin by advanced DNA binding of FOXA1 to target elements near ERα-binding sites, in prior to facilitating DNA binding of ERα [42]. Although FOXA1 has a similar effect on AR, no such pioneer factors for VDR are known. Seuter *et al*. reported in THP-1 human monocytic leukemia cells that PU.1 is a pioneer factor for VDR [43], but the role of PU.1 in other cell lines and intact animals remains to be addressed. As mice deficient in PU.1-related genes do not have impaired VDR function or VD signaling in VD target tissues, the PU.1 function as a VDR pioneer factor might be limited to only a few cell types. In support of this, clear effects of 1α,25(OH)_2_D_3_ and DLAM-**2b** on chromatin reorganization were not detected in tested cell lines endogenously expressing VDR (Fig 4). Even if a VDR pioneer factor is absent in cell lines, we provide evidence from gene expression profiles using ATAC-seq and RNA-seq approaches that VDR is a cryptic modulator of gene regulation controlled by ligands. In this respect, it would be interesting to determine whether known VDR co-regulators associate with VDR-bound DLAM-**2b**. Furthermore, VDR-bound DLAM-**2b** may act as a biochemical bait for screening uncharacterized co-regulators.

In conclusion, in this study, we found that DLAM-**2b** is a VD partial antagonist/agonist in gene regulation in human cultured cells. However, to verify this idea, animal experiment to assess in vivo action of DLAM-**2b** is clearly required. Also, the present findings imply the significance of genome wide analysis in development of a novel type of synthetic VDR ligand.

## Materials and methods

### VDR binding assay

[26,27-methyl-3H]-1α,25-dihydroxyvitamin D_3_ (specific activity 6.623 TBq/mmol, 15,000 dpm, 15.7 pg) and various amounts of 1α,25(OH)_2_D_3_ and an analog to be tested were dissolved in 50 μl absolute ethanol in 12 × 75 mm polypropylene tubes. Then, 0.2 mg chick intestinal VDR and 1 mg gelatin in 1 ml phosphate buffer solution (25 nM KH2PO4, 0.1 M KCl, 1 mM dithiothreitol, pH 7.4) were added to each tube in an ice bath. The assay tubes were incubated in a shaking water bath for 1 hour at 25°C and then chilled in an ice bath, after which 1 ml 40% polypropylene glycol 6000 in distilled water was added to each tube. The tubes were mixed vigorously and centrifuged at 2260 × g for 60 minutes at 4°C. After the supernatant was decanted, the bottom of the tube containing the pellet was cut off into a scintillation vial containing 10 ml dioxane-based scintillation fluid, and the radioactivity was measured using a Beckman liquid scintillation counter (Model LS6500). The relative potency of the analogs was calculated from the concentration of the analog needed to displace 50% of [26,27-methyl-3H]-1α,25-dihydroxyvitamin D_3_ from the receptor compared with the activity of 1α,25(OH)_2_D_3_ (final concentration: 10^8^ M) (assigned a 100% value).

### Cell culture and in vitro experiments

The human cell lines (HCT116, COS-1, HaCaT and LNCaP) were provided by the RIKEN BRC. The cells were cultured in Dulbecco’s Modified Eagle’s Medium, low glucose (Nacalai, Kyoto, Japan), supplemented with 10% heat-inactivated FCS (Biological Industries, Beit HaEmek, Israel). VDR-KO HCT116 cells were generated using a versatile non-homologous end joining-based knock-in module for genome editing (VIKING) method [10,44]. Cell culture was performed at 37°C under 5% CO_2_. For RNA-seq, 1.0 × 10^6^ cells were seeded in a 6-well plate and stimulated with 1α,25(OH)_2_D_3_ (final concentration: 100 nM) and/or DLAM-2P-2Naph-2α-nPrOH (**2c**) (final concentration: 1 μM) reagent for 8 hours, after which the cells were harvested for RNA extraction.

### Luciferase assay

#### Screening of synthetic VDR ligands

Plasmids of an VDR expression vector [pGL4.26 DR3 pcDNA3-human VDR (Full length)] and a luciferase reporter gene [pGL4-CMV-Rluc (Promega)] (ratio = 5:1) were transfected in HOS cells (purchased from ATCC) by using MaxCyte STX (MaxCyte Co. Ltd), and the transfected cells after incubation at 37°C under 5% CO2 for 20 h were cryopreserved. The frozen transfected cells were thawed and suspended into DMEM media containing 5% charcoal stripped Fatal Bovine Serum. Transfected cells were seeded onto 384-well plate (4000 cells / 10 μL / well) and incubated under 5% CO2 at 37°C for 4 h. Synthetic compounds were dissolved in 100% DMSO and added to the wells (The final concentration of DMSO in the assay was 0.1%). The DMSO solution of 1α,25(OH)_2_D_3_ (final concentration: 10^8^ M) and an analog (final concentration: 10^11^ to 10^6^ M) was added to the culture medium at 0.1% volume, and after 20 h incubation at 37°C under 5% CO2, the Dual-Glo Luciferase Assay System (Pro-Mega) was used to assess transactivation activity of the tested compounds according to the manufacture’s instructions, and EC50 values were calculated using the XLfit program (ID business Solution Ltd.) [23].

#### Evaluation of antagonistic activity of DLAM-2 compounds

For transfection, cells were grown to 50% confluency in 12-well plates. Transfection was performed using Lipofectamine^TM^ 3000 Transfection Reagent (Thermo Fisher Scientific, Carlsbad, CA, USA) according to the manufacturer’s protocol. The total amount of DNA used for transfection was adjusted by adding empty vector. Luciferase activity was measured using the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA). The reporter plasmid containing luciferase reporter gene *luc2* (pGL4.27[luc2P/minP/Hygro]) and a human VDRE in the promoter, together with a reference Renilla luciferase plasmid was used to adjust for differences in transfection efficiency [10,33].

All values are reported as means ± SE from at least three independent experiments. The Kruskal–Wallis tests were performed to compare the ligand action and Mann-Whitney U-test were performed for post hoc test.

#### Quantitative real-time RT-PCR

Total RNA extracted from the cells was prepared using Trizol regent (Thermo Fisher Scientific, Carlsbad, CA, USA) according to the manufacturer’s protocol. cDNA was synthesized using ReverTra Ace® qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). Quantitative real-time RT-PCR was conducted using SYBR Green Master mix on the CFX Connect Real-Time PCR System (Bio-Rad, Hercules, CA, USA). All relative RNA expression values were calculated using the 2^−ΔΔCt^ method with normalization to β-actin expression [10,31]. The Kruskal–Wallis tests were performed to compare the ligand action on the *CYP24A1* expression and Mann-Whitney U-test were performed for post hoc test.

### ChIP-qPCR assay

ChIP was performed using the ChIP-IT Express Kit (Active Motif, Carlsbad, CA, USA) with anti-VDR (rabbit, 1:40; Cell Signaling Technology, Danvers, MA, USA, #12550) and rabbit IgG (mouse, 1:400; Cell Signaling Technology, Danvers, MA, USA, #3900) antibodies[31]. For qPCR, ChIP samples were subjected to DNA clean up using the NucleoSpin Gel and PCR Clean-up kit (Macherey Nagel, Düren, Germany) according to the manufacturer’s protocol. qPCR was conducted using iTaq^TM^ Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA). The Kruskal–Wallis tests were performed to compare the effect on VDR recruitment to the VDRE located in the human *CYP24A1* promoter and Mann-Whitney U-test were performed for post hoc test.

### RNA-seq

RNA-seq library preparation, sequencing, mapping, gene expression analysis, and gene ontology (GO) enrichment analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). Total RNA quality was confirmed using a Bioanalyzer (Agilent) to ensure that the RNA integrity number was greater than 7.0. After poly(A) RNA enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA), double-stranded cDNA libraries (RNA-seq libraries) were prepared using the SMARTer Stranded Total RNA Sample Prep Kit–HI Mammalian (Clontech, Mountain View, CA, USA) according to the manufacturer’s instruction. RNA-seq libraries were sequenced using paired-end reads (50 nucleotides of read 1 and 25 nucleotides of read 2) on the NextSeq 500 instrument (Illumina, San Diego, CA, USA). The obtained raw reads were trimmed and quality-filtered using Trim Galore! (ver. 0.4.4), Trimmomatic (ver. 0.36), and cutadapt (ver. 1.16) software. The trimmed reads were mapped to the human GRCh38 genome using STAR (ver. 2.7.2b). Reads of annotated genes were counted using featureCounts (ver. 1.6.1). Annotation of gene information to the peaks was performed by default settings of the software HOMER based on information in the database RefSeq. FPKM values were calculated from mapped reads after normalizing to the total counts and transcript length. Differentially expressed genes were detected using the DESeq2 package (ver. 1.20.0). Gene information were based on the public database Ensembl. The differentially expressed genes detected by DESeq2 (base mean > 5 and fold-change expression < 0.25, or base mean > 5 and fold-change expression > 4) were subjected to GO enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. GO enrichment analysis were performed by the clusterProfiler package [45]. Peak’s outlier determination was performed using Cook’s distance. KEGG pathway analysis were performed by Database for Annotation, Visualization, and Integrated Discovery (DAVID) online software [46].

### ATAC-seq

HaCaT and LNCaP cells were seeded in 100 mm dishes in duplicate, and the culture medium was exchanged with FCS-free medium after 24 hours. At 80–90% confluency, treatment with 1α,25(OH)_2_D_3_ (final concentration: 100 nM) and/or DLAM-2b (final concentration: 1 μM) for 8 hours was performed after renewing the medium again. Cells were harvested using 0.1% trypsin and 0.02 EDTA, and the cells were counted to determine cell viability because over 1.0 x 10^5^ viable cells are needed for ATAC-seq. The harvested viable cells (vehicle group: 6.2 x 10^5^ and 2.5 x 10^5^; VD group: 2.8 x 10^5^ and 5.4 x 10^5^; DLAM-2b group: 6.9 x 10^5^ and 8.2 x 10^5^; and VD plus DLAM-2b group: 3.2 x 10^5^ and 4.2 x 10^5^), respectively, were preserved using CELLBANKER^®^1 plus and submitted for ATAC-seq.

ATAC-seq library preparation, sequencing, mapping, gene expression analysis, and gene ontology (GO) enrichment analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). Fragmentation and amplification of the ATAC-seq libraries were conducted according to a previous method [47]. Briefly, approximately 50,000 cells were lysed and the lysate subjected to a transposition reaction using Tn5 transposase (Illumina Catalog #FC121-1030) at 37°C for 30 minutes. The reaction liquid was purified using the Qiagen MinElute PCR Purification Kit. Then, five cycles of PCR were conducted using custom Nextera PCR primers and the NEBNext Q5 Hot Start HiFi PCR Master Mix (New England Biolabs) [48]. The need for additional PCR cycles was determined by qPCR of the partially amplified products, following the reported protocol [47]. The PCR products were purified using Agencourt AMPure XP beads (Beckman Coulter: A63881) by double size selection (left ratio: 1.4, right ratio: 0.5) according to the manufacturer’s protocol. Paired-end sequencing was performed on the DNBSEQ-G400RS High-throughput Sequencing Set (MGI Tech, Shenzhen, China). Mapping and peak calling were conducted using the ENCODE ATAC-seq pipeline (https://github.com/ENCODE-DCC/atac-seq-pipeline). Reads were mapped to the GRCh38.p13 (hg38) reference sequence using Bowtie2 (ver. 2.3.4.3), and duplicate reads were removed using Picard (ver. 2.20.7) and samtools (ver. 1.9). Peak calling was performed using MACS2 (ver. 2.2.4) with the default parameters. Determination of blacklist regions was performed using Cook’s distance. After removal of blacklist regions, the consistency of the peaks was evaluated by the irreproducible discovery rate using IDR (ver. 2.0.4.2). Peak annotation was conducted using HOMER (ver. 4.9.1) with the default settings. Gene informations were based on the public database Ensembl. The differentially accessible peaks were obtained using DEseq2 (ver. 1.20.0). Known motifs and de novo consensus motifs within the central 200 bp of the obtained peaks were searched using HOMER with the default settings. The known motifs were used motif database (Homer motif database) included in HOMER.

### Synthesis of DLAM 2a-d

#### General experimental methods

Unless otherwise stated, reactions were performed under an argon atmosphere using freshly dried solvents. All reactions were monitored by thin-layer chromatography using Merck silica gel 60 F_254_ pre-coated plates (0.25 mm) and were visualized by UV, *p*-anisaldehyde staining, and Hanessian staining. Flash column chromatography was performed under pressurization using silica gel (particle size 40~100 μm) purchased from Cica (Kanto Chemical Co., Tokyo, Japan). ^1^H spectra were recorded on JNM-ECX 500, JNM-ECX 400 or JMTC 300. The spectra are referenced internally according to residual solvent signals of CDCl_3_ (^1^H-NMR; *δ* = 7.26 ppm). Data for ^1^H NMR spectra are recorded as follows: chemical shift (*δ*, ppm), (multiplicity, coupling constant (Hz), integration). Multiplicity and qualifier abbreviations are as follows: s = singlet, d = doublet, t = triplet, q = quartet, dd = double doublet, m = multiplet, br = broad. The SI data of compounds by NMR are shown in S1A–S1R Fig.

#### (2R,4R)-4-((1R,3aR,7aR,E)-4-(Bromomethylene)-7a-methyloctahydro-1H-inden-1-yl)-1-((S)-2-(hydroxymethyl)oxiran-2-yl)pentan-2-ol (4)

To a suspension of ester **3** (Fig 2) (267.3 mg, 0.647 mmol) in toluene (6.8 mL) was added DIBAL-H (1.0 M in toluene, 2.1 mL, 2.1 mmol) at 0°C under argon, and the reaction mixture was stirred at the same temperature for 1.5 h. After the reaction, to the mixture was added 2-propanol (1.5 mL), H_2_O, and SiO_2_, and the resultant was stirred for 30 min and filtered through a pad of celite. The filtrates were concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 4:1) to give diol (226.0 mg, 94%). To a solution of diol (88.5 mg, 0.24 mmol) in CH_2_Cl_2_ (2.4 mL) was added VO (acac)_2_ (6.3 mg, 0.024 mmol) and TBHP (5.5 M in decane, 0.26 mL, 1.43 mmol) at 0°C under argon, and the reaction mixture was stirred at room temperature for 30 min. To the mixture was added sat. Na_2_S_2_O_3_ aq. (2.4 mL) and the organic layer was extracted with dichloromethane. The organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 2:1) to give **4** (85.7 mg, 92%).

Spectral data for **4**: [α]^25^_D_ = +38.1 (*c* 0.3, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 5.65 (s, 1H), 4.00 (t, *J* = 9.5 Hz, 1H), 3.76 (m, 2H), 2.87 (d, *J* = 4.5 Hz, 1H), 2.73 (d, *J* = 4.5 Hz, 1H), 2.08–1.6 (m, 10H), 1.40–1.27 (m, 7H), 1.01 (d, *J* = 6.6 Hz, 3H), 0.59 (s, 3H) ppm; ^13^C NMR (75 MHz, CDCl_3_) *δ* 144.9, 97.5, 66.3, 64.6, 58.9, 56.2, 55.8, 50.8, 45.5, 44.3, 41.2, 39.8, 32.5, 30.9, 27.7, 22.5, 22.0, 18.6, 11.9 ppm; HRMS: Calcd. for C_19_H_31_BrNaO_3_ 409.1354, found 409.1332.

#### (S)-4-((2S,4R)-2-Azido-4-((1R,3aR,7aR,E)-4-(bromomethylene)-7a-methyloctahydro-1H-inden-1-yl)pentyl)-2,2,4-trimethyl-1,3-dioxolane (5)

To a solution of **4** (85.7 mg, 0.22 mmol) in THF (2.2 mL) was added LiAlH_4_ (37.9 mg, 1.00 mmol) at 0°C under argon, and the reaction mixture was stirred at the same temperature for 1 h. To the mixture was added H_2_O (37.9 μL), 15% NaOH aq. (37.9 μL) and H_2_O (113.7 μL), and the resultant was stirred for 15 min. Then the mixture was dried over MgSO_4_, stirred for 15 min, and filtered through a pad of celite. The filtrates were concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 4:1) to give triol (73.8 mg, 86%). To a solution of triol (118.1 mg, 0.304 mmol) in acetone (3.0 mL) was added *p*-TsOH·H_2_O (2.9 mg, 0.015 mmol) at room temperature, and the reaction mixture was stirred at the same temperature for 2 h. To the mixture was added Et_3_N (0.1 mL) and the resultant was concentrated *in vacuo*. The residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 20:1) to give alcohol with acetonide (98.6 mg, 76%). To a solution of the alcohol with acetonide (154.1 mg, 0.360 mmol) in CH_2_Cl_2_ (1.9 mL) was added Et_3_N (0.24 mL, 1.74 mmol) and MsCl (0.090 mL, 1.16 mmol) at −25°C under argon, and the reaction mixture was stirred at the same temperature for 1 h. To the mixture was added H_2_O (1.9 mL) and the organic layer was extracted with dichloromethane for three times. The combined organic layer was dried over Na_2_SO_4_, filtered, and concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 8:1) to give methane sulfonate (184.7 mg, >99%). Due to the instability, this compound was used to the next step. To a solution of methane sulfonate (195.9 mg, 0.387 mmol) in DMF (3.9 mL) was added NaN_3_ (75.5 mg, 1.16 mmol) at room temperature under argon, and the reaction mixture was stirred at 60°C for 12 h. To the mixture was added H_2_O (3.9 mL) and the organic layer was extracted with ethyl acetate for three times. The combined organic layer was washed with water and brine, dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 80:1) to give **5** (194.3 mg, >99%).

Spectral data for **5**: [α]^25^_D_ = +51.3 (*c* 0.2, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 5.64 (s, 1H), 3.98 (d, *J* = 8.3 Hz, 1H), 3.75 (d, *J* = 8.3 Hz, 1H), 3.44 (m, 1H), 2.89 (m, 1H), 1.98 (m, 3H), 2.00–1.30 (m, 13H), 1.42 (s, 3H), 1.33 (s, 3H), 0.99 (d, *J* = 5.9 Hz, 3H), 0.57 (s, 3H) ppm; ^13^C NMR (75 MHz, CDCl_3_) *δ* 144.8, 109.4, 97.6, 79.8, 73.5, 56.6, 56.2, 55.7, 45.5, 42.7, 41.6, 39.8, 33.9, 30.9, 27.8, 27.1, 26.7, 26.1, 22.4, 22.0, 18.9, 11.8 ppm; HRMS: Calcd. for C_22_H_36_BrN_3_NaO_2_ 476.1889, found 476.1876.

#### (2S,4R)-4-((1R,3aR,7aR,E)-4-(Bromomethylene)-7a-methyloctahydro-1H-inden-1-yl)-N-(2-(naphthalen-2-yl)ethyl)-1-((S)-2,2,4-trimethyl-1,3-dioxolan-4-yl)pentan-2-amine (6)

To a solution of **5** (175.4 mg, 0.387 mmol) in THF (3.6 mL) was added PMe_3_ (1.0 M in THF, 1.2 mL, 1.16 mmol) at 0°C under argon, and the reaction mixture was stirred at room temperature for 1.5 h. Then H_2_O (0.36 mL) was added, and the resulting mixture was stirred at 50°C for 12 h. After the reaction, the mixture was concentrated *in vacuo* to give the corresponding amine. The resulting amine and 2-(naphthalen-2-yl) acetaldehyde (131.6 mg, 0.779 mmol) was dissolved in MeOH (3.9 mL) at room temperature under argon, and NaBH_3_CN (26.8 mg, 0.426 mmol) was added to the mixture, and the resulting mixture was stirred at the same temperature for 6 h. After the reaction, the mixture was concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 4:1) to give **6** (269.7 mg, >99%).

Spectral data for **6**: [α]^25^_D_ = +58.5 (*c* 0.4, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.78 (m, 3H), 7.70 (brs, 1H), 7.44 (m, 3H), 5.63 (s, 1H), 3.95 (t, *J* = 6.5 Hz, 1H), 3.70 (d, *J* = 8.1 Hz, 1H), 3.65 (d, *J* = 8.1 Hz, 1H), 3.05 (t, *J* = 6.5 Hz, 2H), 2.86 (m, 3H), 1.97 (m, 2H), 1.69–1.16 (m, 12H), 1.16 (s, 3H), 1.10 (s, 3H), 0.95 (d, *J* = 5.1 Hz, 3H), 0.55 (s, 3H) ppm; ^13^C NMR (100 MHz, CDCl_3_) *δ* 145.0, 133.5, 132.2, 128.0, 127.5, 127.4, 127.1, 127.1, 125.9, 125.2, 109.6, 97.5, 80.9, 75.7, 60.4, 56.4, 55.8, 53.1, 48.2, 45.4, 39.8, 36.4, 33.5, 30.9, 27.9, 26.8, 26.4, 24.4, 22.5, 22.0, 21.0, 19.0, 14.2, 11.9 ppm; HRMS: Calcd. for C_34_H_49_BrNO_2_ 582.2947, found 582.2945.

#### (3S,5S)-5-((R)-2-((1R,3aR,7aR,E)-4-(bromomethylene)-7a-methyloctahydro-1H-inden-1-yl)propyl)-3-hydroxy-3-methyl-1-(2-(naphthalen-2-yl)ethyl)pyrrolidin-2-one (7)

To a solution of **6** (40.4 mg, 0.070 mmol) in MeOH (1.6 mL) was added *p*-TsOH·H_2_O (30 mg, 0.160 mmol) at room temperature under argon, and the reaction mixture was stirred at 50°C for 9 h. To the reaction mixture was added sat. NaHCO_3_ aq. (1.6 mL) and the organic layer was extracted with ethyl acetate for three times. The combined organic layer was washed with brine, dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was purified by column chromatography on silica gel (chloroform/methanol = 50:1) to give diol (23.8 mg, 63%). To a solution of the diol (5.7 mg, 0.011 mmol) in CH_2_Cl_2_ (0.053 mL) was added NaClO (0.018 mL, 0.264 mmol), KBr (1.3 mg, 0.011 mmol) and TEMPO (0.7 mg, 0.002 mmol) at 0°C, and the mixture was stirred at the same temperature for 2 h. To the reaction mixture was added H_2_O (0.1 mL) and the organic layer was extracted with dichloromethane for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 3:1) to give **7** (2.7 mg, 48%).

Spectral data for **7**: [α]^25^_D_ = +120.8 (*c* 0.3, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.78 (m, 3H), 7.64 (brs, 1H), 7.44 (m, 2H), 7.35 (dd, *J* = 9.5, 2.5 Hz, 1H), 5.63 (s, 1H), 3.79 (dt, *J* = 14.1, 6.6 Hz, 1H), 3.48 (brs, 1H), 3.34 (m, 1H), 3.02 (t, *J* = 6.6 Hz, 2H), 2.89 (s, 1H), 2.85 (d, *J* = 4.5 Hz, 1H), 2.23 (dd, *J* = 13.5, 7.2 Hz, 1H), 1.93 (m, 2H), 1.66 (m, 3H), 1.51–0.75 (m, 3H), 1.43 (s, 3H), 1.25 (d, *J* = 1.8 Hz, 3H), 1.09 (m, 3H), 0.78 (d, J = 6.9 Hz, 3H), 0.51 (s, 3H) ppm; ^13^C NMR (75 MHz, CDCl_3_) *δ* 176.2, 144.7, 136.3, 133.4, 132.2, 128.1, 127.5, 127.4, 127.2, 126.0, 125.4, 97.6, 73.8, 55.9, 55.7, 52.8, 45.3, 42.5, 40.0, 39.7, 39.5, 33.8, 32.9, 30.9, 27.8, 25.8, 22.4, 21.9, 18.4, 11.7, 1.0 ppm; HRMS: Calcd. for C_31_H_40_BrNNaO_2_ 560.2140, found 560.2143.

#### (3S,5S)-5-((R)-2-((1R,3aR,7aR,E)-4-(Bromomethylene)-7a-methyloctahydro-1H-inden-1-yl)propyl)-3-methyl-1-(2-(naphthalen-2-yl)ethyl)-3-((triethylsilyl)oxy)pyrrolidin-2-one (8)

To a solution of lactam **7** (42.3 mg, 0.0787 mmol) in CH_2_Cl_2_ (2.7 mL) was added 2,6-lutidine (0.11 mL, 0.944 mmol) and TESOTf (0.18 mL, 0.787 mmol) at 0°C under argon, and the mixture was stirred at the same temperature for 30 minutes. To the reaction mixture was added sat. NaHCO_3_ aq. (2.7 mL) and the organic layer was extracted with dichloromethane for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 30:1) to give **8** (29.7 mg, 58%).

Spectral data for **8**: [α]^25^_D_ = +115.0 (*c* 0.2, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.78 (m, 3H), 7.66 (brs, 1H), 7.44 (m, 2H), 7.35 (dd, *J* = 8.7, 1.5 Hz, 1H), 5.63 (s, 1H), 3.75 (dt, *J* = 13.8, 7.5 Hz, 1H), 3.56 (m, 1H), 3.34 (m, 1H), 3.00 (t, *J* = 7.4 Hz, 2H), 2.87 (m, 1H), 2.20 (dd, *J* = 13.2, 6.6 Hz, 1H), 1.94 (m, 2H), 1.66 (m, 4H), 1.51–0.75 (m, 10H), 1.43 (s, 3H), 0.94 (t, *J* = 7.8 Hz, 9H), 0.82 (d, *J* = 5.4 Hz, 3H), 0.62 (q, *J* = 7.8 Hz, 6H), 0.52 (s, 3H) ppm; ^13^C NMR (75 MHz, CDCl_3_) *δ* 174.9, 144.7, 136.6, 133.5, 132.2, 128.1, 127.6, 127.4, 127.3, 127.2, 126.0, 125.4, 97.6, 75.9, 56.1, 55.7, 52.4, 45.4, 43.6, 42.3, 39.7, 39.6, 34.1, 32.8, 30.9, 27.8, 25.6, 22.4, 21.9, 18.4, 11.8, 7.0, 6.0 ppm; HRMS: Calcd. for C_37_H_54_BrNaNO_2_Si 674.3005, found 674.2999.

#### 1α,25(OH)_2_ D_3_-26,23-Vitamin D lactam (DLAM)-2-2-Nap (2a)

To a solution of (23*S*,25*S*)-bromoolefin **8** (7.9 mg, 0.012 mmol), A-ring synthon of **9a** (7.9 mg, 0.015 mmol) and Et_3_N (0.20 mL) in toluene (0.20 mL) was added Pd(PPh_3_)_4_ (3.2 mg, 0.0028 mmol) at room temperature under argon, then the resulting mixture was heated at 90°C. After stirring for 1 h, the reaction mixture was concentrated *in vacuo*, and the residue was purified by column chromatography on silica gel (*n*-hexane/ethyl acetate = 60:1) to give coupling product (10.7 mg). To a solution of the coupling product (10.7 mg, 0.011 mmol) in MeOH (2.3 mL) was added MsOH (0.046 mL) at 0°C under argon, and the mixture was stirred at room temperature. After stirring for 1 h, the reaction was quenched with H_2_O, and the organic layer was extracted with chloroform for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*, and the residue was chromatographed on silica gel (chloroform/methanol = 90:1) to give **2a** (7.67 mg, >99%, 2 steps).

Spectral data for **2a**: [α]^25^_D_ = +6.7 (*c* 0.2, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.79 (m, 3H), 7.64 (brs, 1H), 7.45 (m, 2H), 7.36 (dd, *J* = 8.7, 1.8 Hz, 1H), 6.36 (d, *J* = 11.1 Hz, 1H), 6.00 (d, *J* = 11.1 Hz, 1H), 5.32 (s, 1H), 4.98 (s, 1H), 4.43 (q, *J* = 3.9 Hz, 1H), 4.23 (m, 1H), 3.80 (m, 7.0 Hz, 1H), 3.49 (s, 1H), 3.02 (m, 2H), 2.82 (dd, *J* = 13.8, 3.0 Hz, 1H), 2.60 (dd, *J* = 13.8, 3.0 Hz, 1H), 2.33 (m, 1H), 2.22 (m, 1H), 2.08–1.86 (m, 4H), 1.80–0.73 (m, 14H), 1.42 (s, 3H), 0.80 (d, *J* = 4.8 Hz, 3H), 0.50 (s, 3H) ppm; ^13^C NMR (125 MHz, CD_3_OD) *δ* 178.0, 149.8, 142.2, 138.1, 135.8, 135.1, 133.9, 129.2, 128.6, 128.6, 128.5, 127.1, 126.6, 124.8, 119.1, 112.0, 74.8, 71.4, 67.4, 58.1, 57.4, 54.6, 46.8, 46.1, 43.9, 43.7, 42.0, 41.8, 40.6, 34.9, 34.3, 30.8, 29.9, 28.8, 25.5, 24.5, 23.2, 18.8, 12.2 ppm; HRMS: Calcd. for C_39_H_51_NaNO_4_ 620.3716, found 620.3732.

#### 2α-Methyl-DLAM-2-2-Nap (2b)

To a solution of (23*S*,25*S*)-bromoolefin **8** (7.4 mg, 0.011 mmol), A-ring synthon of **9b** (5.2 mg, 0.014 mmol) and Et_3_N (0.19 mL) in toluene (0.19 mL) was added Pd(PPh_3_)_4_ (6.0 mg, 0.0052 mmol) at room temperature under argon, then the resulting mixture was heated at 90°C. After stirring for 1 h, the reaction mixture was concentrated *in vacuo*. The residue was chromatographed on silica gel (*n*-hexane/ethyl acetate = 80:1) to give coupling product (6.6 mg). To a solution of the coupling product (6.6 mg, 0.007 mmol) in MeOH (1.4 mL) was added MsOH (0.028 mL) at 0°C under argon, and the mixture was stirred at room temperature. After stirring for 1 h, the reaction was quenched with H_2_O, and the organic layer was extracted with chloroform for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was chromatographed on silica gel (chloroform/methanol = 90:1) to give **2b** (3.7 mg, 55%, 2 steps).

Spectral data for **2b**: [α]^25^_D_ = +8.2 (*c* 0.3, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.80 (m, 3H), 7.65 (brs, 1H), 7.44 (m, 2H), 7.36 (dd, *J* = 8.4, 1.2 Hz, 1H), 6.38 (d, *J* = 11.4 Hz, 1H), 5.99 (d, *J* = 11.4 Hz, 1H), 5.28 (s, 1H), 5.00 (s, 1H), 4.31 (d, *J* = 3.9 Hz, 1H), 3.84 (m, 2H), 3.49 (s, 1H), 3.32 (m, 1H), 3.04 (brs, 2H), 2.83 (dd, *J* = 12.9, 3.0 Hz, 1H), 2.67 (dd, *J* = 12.9, 3.0 Hz, 1H), 2.26 (m, 3H), 1.94 (m, 5H), 1.74–0.85 (m, 10H), 1.42 (s, 3H), 1.07 (d, *J* = 6.9 Hz, 3H), 0.80 (d, *J* = 4.8 Hz, 3H), 0.50 (s, 3H) ppm; ^13^C NMR (125 MHz, CD_3_OD) *δ* 178.1, 149.0, 142.2, 138.1, 135.9, 135.1, 133.9, 129.3, 128.6, 127.1, 126.6, 124.7, 119.1, 113.2, 76.3, 74.8, 72.1, 71.5, 58.1, 57.4, 54.6, 46.8, 45.6, 44.7, 43.9, 42.0, 41.8, 40.6, 34.9, 34.3, 30.8, 29.9, 28.9, 25.5, 24.5, 23.2, 18.8, 13.3, 12.2, 9.2 ppm; HRMS: Calcd. for C_40_H_53_NaNO_4_ 684.3872, found 684.3852.

#### 2α-Hydroxypropyl-DLAM-2-2-Nap (2c)

To a solution of (23*S*,25*S*)-bromoolefin **8** (6.8 mg, 0.010 mmol), A-ring synthon of **9c** (6.8 mg, 0.013 mmol) and Et_3_N (0.17 mL) in toluene (0.17 mL) was added Pd (PPh_3_)_4_ (5.5 mg, 0.0048 mmol) at room temperature under argon, then the resulting mixture was heated at 90°C. After stirring for 1 h, the reaction mixture was concentrated *in vacuo*. The residue was chromatographed on silica gel (*n*-hexane/ethyl acetate = 25:1) to give coupling product (6.6 mg). To a solution of the coupling product (6.6 mg, 0.010 mmol) in MeOH (2 mL) was added MsOH (0.040 mL) at 0°C under argon, and the mixture was stirred at room temperature. After stirring for 1 h, the reaction was quenched with H_2_O, and the organic layer was extracted with chloroform for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was chromatographed on silica gel (chloroform/methanol = 30:1) to give **2c** (3.8 mg, 58%, 2 steps).

Spectral data for **2c**: [α]^25^_D_ = +38.7 (*c* 0.1, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.79 (m, 3H), 7.65 (brs, 1H), 7.45 (m, 2H), 7.36 (dd, *J* = 8.4, 1.5 Hz, 1H), 6.39 (d, *J* = 11.1 Hz, 1H), 5.97 (d, *J* = 11.1 Hz, 1H), 5.27 (s, 1H), 4.99 (s, 1H), 4.39 (d, *J* = 2.7 Hz, 1H), 3.91 (m, 1H), 3.80 (q, *J* = 6.6 Hz, 1H), 3.70 (t, *J* = 5.7 Hz, 2H), 3.49 (s, 1H), 3.32 (m, 1H), 3.03 (m, 2H), 2.83 (dd, *J* = 13.5, 4.5 Hz, 1H), 2.66 (dd, *J* = 13.5, 4.5 Hz, 1H), 2.26 (m, 2H), 1.93 (t, *J* = 9.9 Hz, 2H), 1.74–0.85 (m, 18H), 1.42 (s, 3H), 0.80 (d, *J* = 4.8 Hz, 3H), 0.49 (s, 3H) ppm; ^13^C NMR (125 MHz, CD_3_OD) *δ* 178.1, 149.1, 142.3, 138.1, 135.7, 135.1, 133.9, 129.2, 128.6, 128.5, 127.1, 126.6, 124.7, 119.1, 113.4, 74.8, 74.0, 71.5, 70.7, 63.4, 58.1, 57.4, 54.6, 50.8, 46.8, 45.5, 43.9, 42.0, 41.8, 40.6, 34.8, 34.3, 31.3, 30.8, 29.9, 28.9, 25.5, 24.5, 23.9, 23.1, 18.8, 12.2 ppm; HRMS: Calcd. for C_42_H_57_NaNO_5_ 678.4134, found 678.4149.

#### 2α-Hydroxypropoxyl-DLAM-2-2-Nap (2d)

To a solution of (23*S*,25*S*)-bromoolefin **8** (6.1 mg, 0.0094 mmol), A-ring synthon of **9d** (6.3 mg, 0.011 mmol) and Et_3_N (0.15 mL) in toluene (0.15 mL) was added Pd (PPh_3_)_4_ (4.8 mg, 0.0041 mmol) at room temperature under argon, then the resulting mixture was heated at 90°C. After stirring for 1 h, the reaction mixture was concentrated *in vacuo*. The residue was chromatographed on silica gel (*n*-hexane/ethyl acetate = 20:1) to give coupling product (8.7 mg). To a solution of the coupling product (8.7 mg, 0.077 mmol) in MeOH (1.5 mL) was added MsOH (0.031 mL) at 0°C under argon, and the mixture was stirred at room temperature. After stirring for 1 h, the reaction mixture was quenched with H_2_O, and the organic layer was extracted with chloroform for three times. The combined organic layer was dried over MgSO_4_, filtered, and concentrated *in vacuo*. The residue was chromatographed on silica gel (chloroform/methanol = 30:1) to give **2d** (3.5 mg, 57%, 2 steps).

Spectral data for **2d**: [α]^25^_D_ = +37.8 (*c* 0.1, CHCl_3_); ^1^H NMR (300 MHz, CDCl_3_) *δ* 7.79 (m, 3H), 7.65 (brs, 1H), 7.46 (m, 2H), 7.36 (dd, *J* = 8.4, 1.5 Hz, 1H), 6.41 (d, *J* = 11.1 Hz, 1H), 5.99 (d, *J* = 11.1 Hz, 1H), 5.39 (s, 1H), 5.09 (s, 1H), 4.46 (brs, 1H), 4.07 (m, 1H), 3.84 (m, 4H), 3.51 (brs, 1H), 3.39 (m, 1H), 3.02 (brs, 2H), 2.82 (dd, *J* = 12.6, 5.1 Hz, 1H), 2.66 (dd, *J* = 13.5, 4.5 Hz, 1H), 2.23 (m, 2H), 2.00–0.82 (m, 20H), 1.42 (s, 3H), 0.79 (d, *J* = 4.8 Hz, 3H), 0.49 (s, 3H) ppm; ^13^C NMR (125 MHz, CD_3_OD) *δ* 178.1, 147.1, 142.7, 138.1, 135.1, 134.7, 133.9, 129.2, 128.6, 128.5, 127.1, 126.6, 125.1, 119.0, 114.7, 85.6, 74.8, 72.9, 69.3, 68.6, 60.4, 58.1, 57.4, 54.6, 46.9, 43.9, 42.3, 42.0, 41.8, 40.6, 34.8, 34.2, 33.6, 30.8, 30.5, 29.9, 28.8, 25.5, 24.5, 23.2, 18.8, 12.3 ppm; HRMS: Calcd. for C_42_H_57_NaNO_6_ 691.4084, found 691.4105.

## Supporting information

S1 Fig Spectra of synthesized compounds by NMR. (A-R) Each compound is depicted in the upper left in the panel.
(TIF)

S2 Fig Differential chromatin reorganization with different enrichment of transcription factor-binding sequences by DHT and Bicalutamide (Bic) in human prostate cancer cells (LNCaP cells). Assay for transposases-accessible chromatin (ATAC) analysis was performed in the LNCap cells, which were treated with DHT or Bic for 5 h prior to harvest. (A) Heatmap shows normalized ATAC signals around TSS and TES regions on the whole genome. Both ligands were potent to remodel chromatin accessibility. (B) The transcription factor-binding sequences in ATAC-seq peaks based on HOMER (http://homer.ucsd.edu/homer/) analysis in LNCaP cells with DHT or Bic for 4 h were searched and calculated. The top 10 motifs regulated by the lignads are shown. (C) Representative sequencing tracks for the gene KLK3 and RAD51AP1 loci show ATAC-Seq signals at the promoters and the known enhancers. The data were normalized and the scale on the y-axis was chosen for optimal visualization of peaks for each sample.
(TIF)

S3 Fig The gene ontology of the genes regulated by DHT and Bic. (A, B) List of the top genes for these AR ligands to make change of chromatin accessibility. (C) KEGG pathway analysis of the genes regulated by DHT or Bic.
(TIF)

S4 Fig Different profiles of chromatin accessibility regulated by DHT and Bic. (A) Venn diagram was used to assess chromatin accessibility profiles of AR ligand-regulated target regions measured by ATAC-Seq in LNCaP cells. Target regions regulated by DHT and Bic were selected with p-value<0.05 compared to MeOH which had more than 2-fold expression variations were extracted. (B) Venn diagram was used to detect up- or down-regulated effect of Bic for expression of the genes up-regulated by DHT.
(TIF)

S5 Fig Western blotting of VDR in the wild-type and VDR-KO HCT116 cells. Lack of VDR protein in the VDR KO HCT116 cells used in this study was confirmed by Western blotting. The left panel showed lack of VDR protein expression in the KO cells with the internal control of β-actin protein expression.
(TIF)

S6 Fig Representative sequencing track for the VDR target gene CYP24A1 by RNA-Seq signals in wild-type and VDR-KO HCT116 cells. The data that CYP24A1 induced by 1,25(OH)2D3 mediates VDR, confirmed CYP24A1 as the standard VDR target gene.

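In VDR-KO cells VD did not raise CYP24A1. It was 74.5 ± 11.9 CPM (SD, n = 3) with vehicle and 75.8 ± 3.25 (SD, n = 3) with VD, a log2 fold change of 0.02 (95% interval from -0.23 to 0.28, adjusted p = 1 from edgeR). The response of CYP24A1 to VD was larger in wild-type cells by 3.64 on the log2 scale (standard error 0.180, adjusted p = 2.79e-13 from edgeR for the difference between the genotypes). With DLAM alone in VDR-KO cells CYP24A1 was 62.4 ± 10.4 (SD, n = 3). The log2 fold change from vehicle was -0.26 with DLAM (95% interval from -0.52 to 0.00, adjusted p = 0.999 from edgeR) and -0.23 with VD+DLAM (95% interval from -0.49 to 0.02, adjusted p = 0.761 from edgeR). The 2-sided exact permutation tests, which cannot give less than 0.1 here, gave p = 0.9 for VD, 0.3 for DLAM and 0.3 for VD+DLAM. With vehicle, CYP24A1 had a log2 fold change of -0.10 between VDR-KO and wild-type cells (95% interval from -0.36 to 0.16, adjusted p = 0.653 from edgeR). The values are counts over the whole gene, while the track of S6 Fig shows read coverage.

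**Figure D3:**
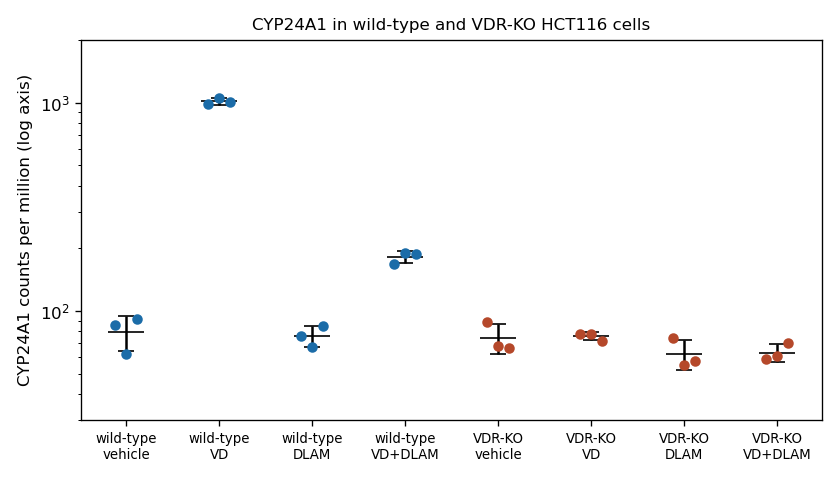
CYP24A1 CPM (y axis, log scale) in the 24 libraries by genotype and treatment (x axis). Points are libraries, horizontal marks are means and bars are SD (n = 3). The VDR-KO groups average from 62.4 to 75.8, and the wild-type VD group lies above every other group.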

(TIF)

S7 Fig The original gel data and primer information. (A) Original gel data of Fig 3C. The area enclosed by the dotted line was used in the figure. (B) Primer information of qPCR and ChIP-qPCR data. (C) Original membrane data of S5 Fig. The area enclosed by the dotted line was used in the figure.
(PDF)

S1 Table List of the genes located on the opened chromatin regions by AR ligands.

S1 Data

S1 File

# Supplementary material for: Differential gene regulation by a synthetic vitamin D receptor ligand and active vitamin D in human cells
**Source:** PLoS One. 2023 Dec 13;18(12):e0295288. doi: 10.1371/journal.pone.0295288
**Supplement:** S7 Fig — (A) Original gel data of Fig 3C. The area enclosed by the dotted line was used in the figure. (B) Primer information of qPCR and ChIP-qPCR data. (C) Original membrane data of S5 Fig. The area enclosed by the dotted line was used in the figure.

Figure S7

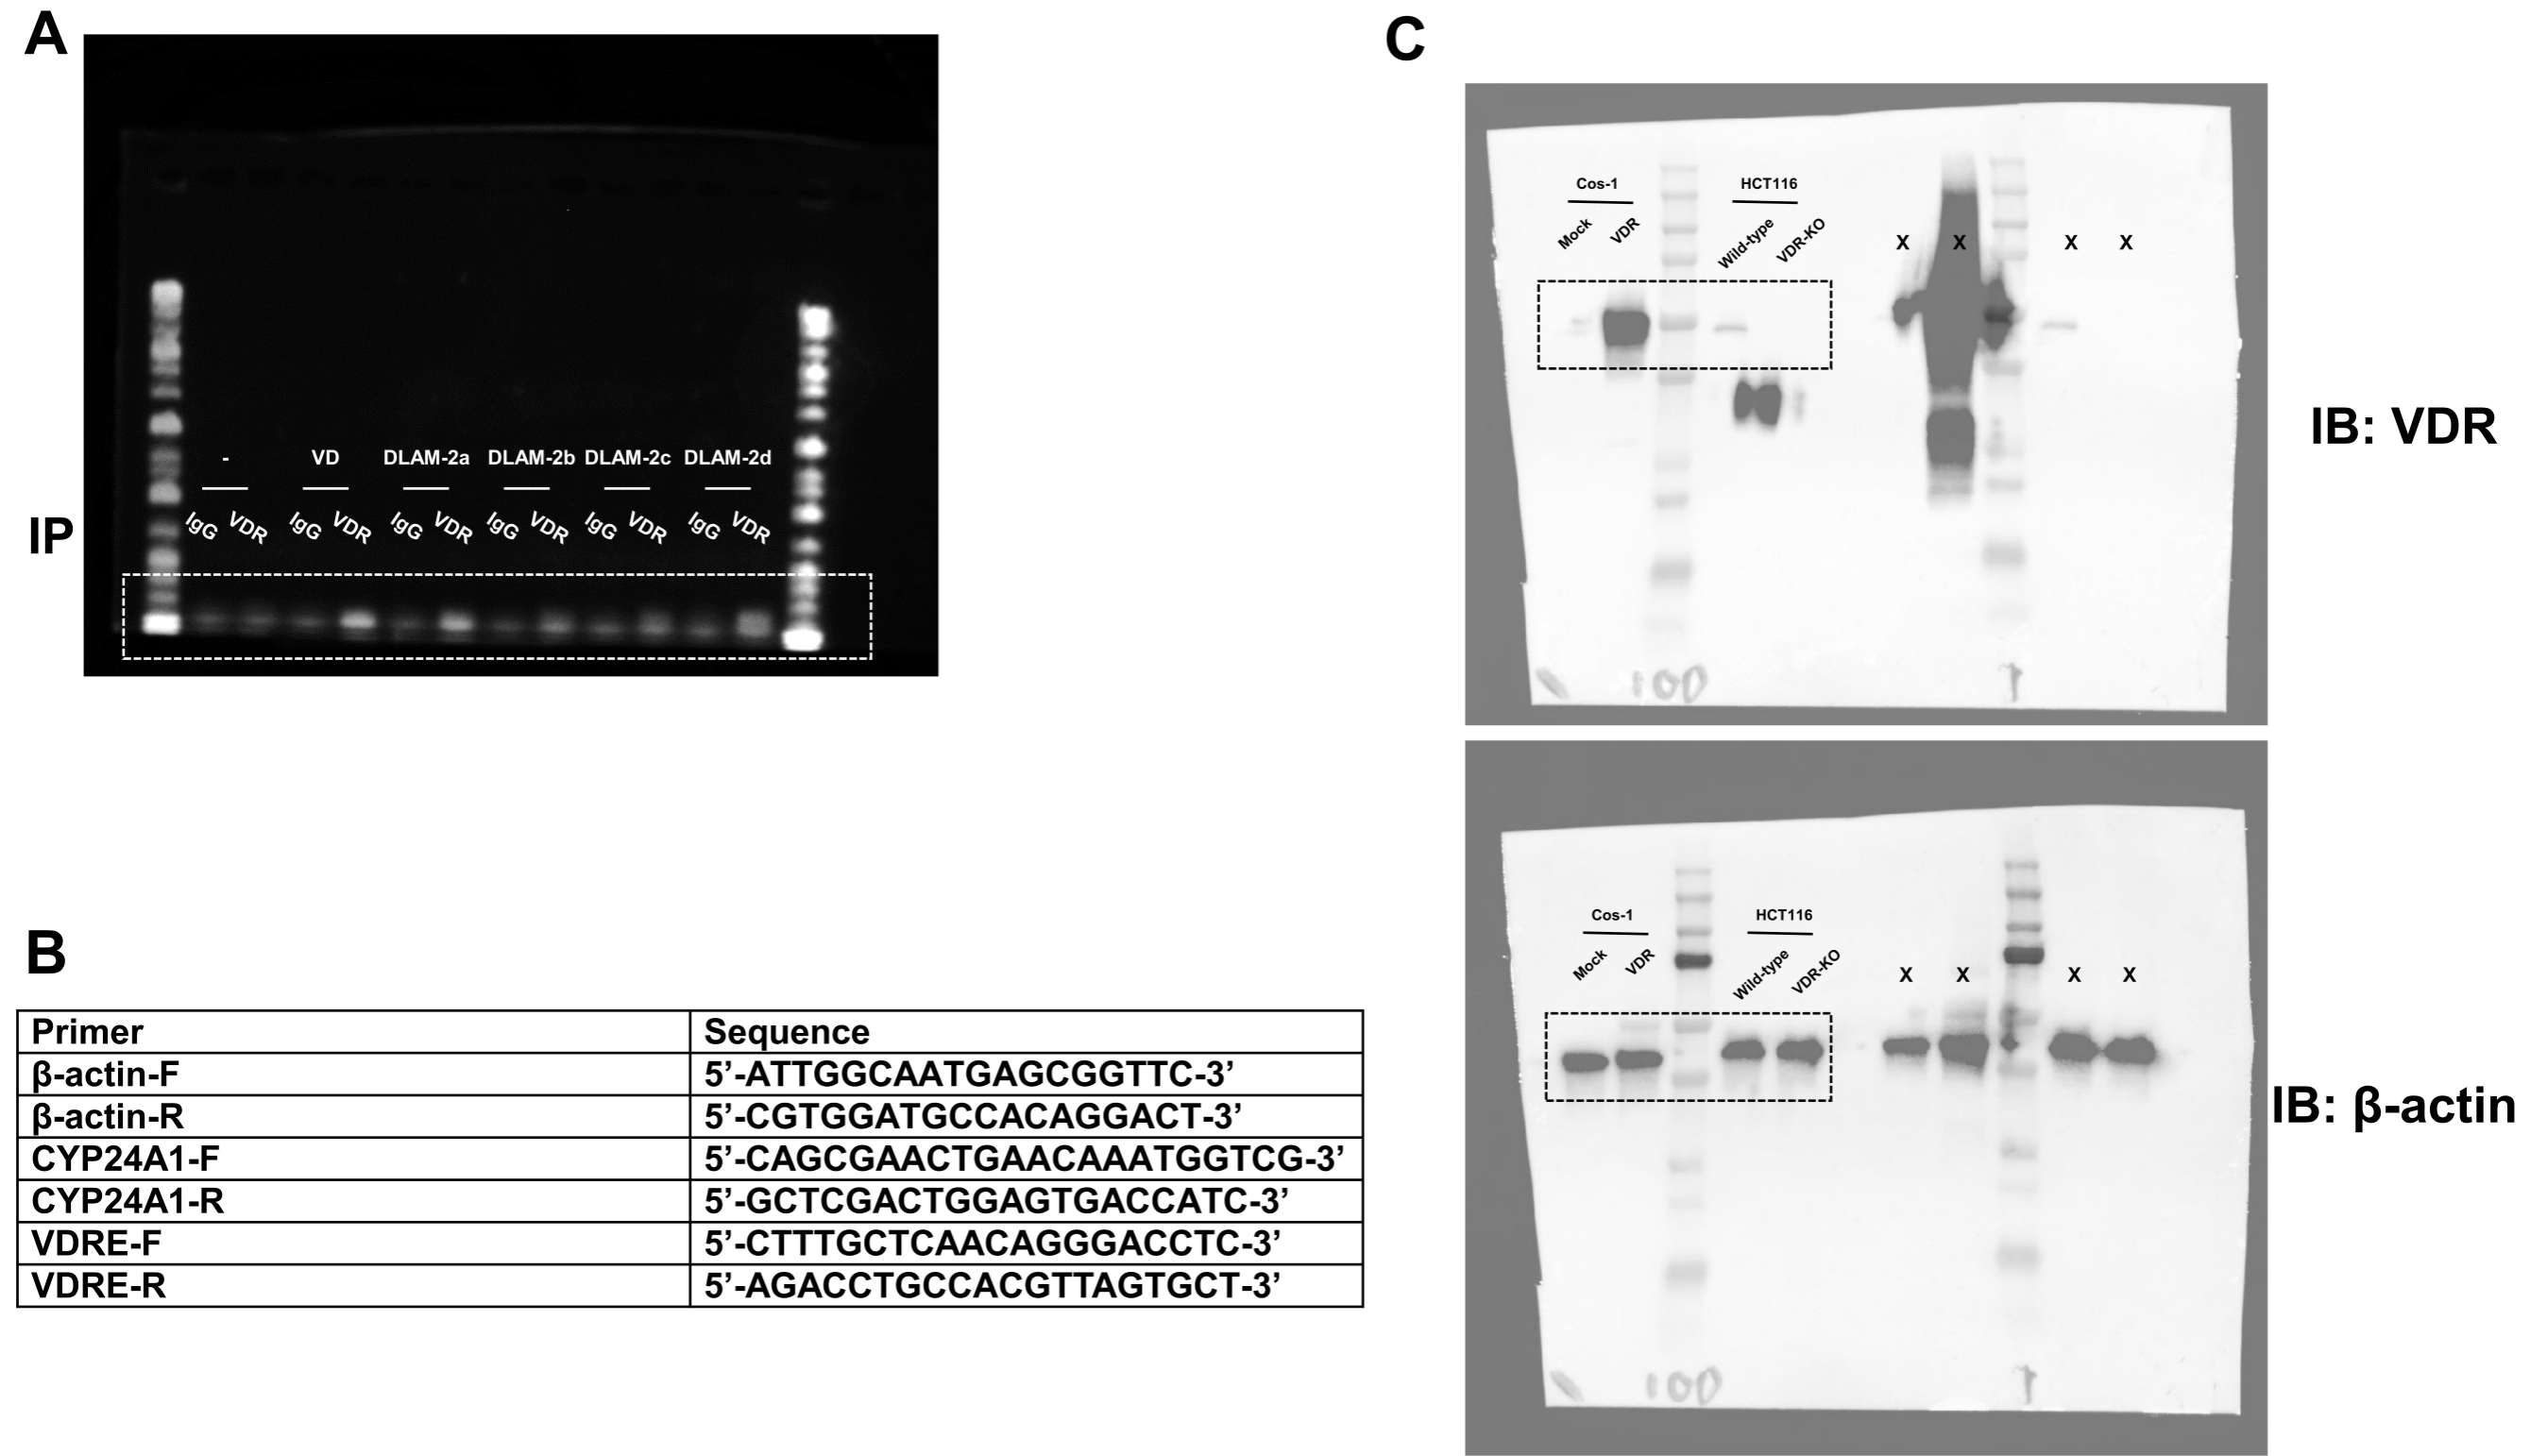

Figure S7 The original gel data and primer information. (A) Original gel data of Figure 3C. The area enclosed by the dotted line was used in the figure. (B) Primer information of qPCR and ChIP-qPCR data. (C) Original membrane data of Figure S5. The area enclosed by the dotted line was used in the figure.

# Supplementary material for: Differential gene regulation by a synthetic vitamin D receptor ligand and active vitamin D in human cells
**Source:** PLoS One. 2023 Dec 13;18(12):e0295288. doi: 10.1371/journal.pone.0295288
**Supplement:** S1 Data

These FID files can be converted into NMR spectra by Delta 6.1 (JEOL, Tokyo, Japan).

# Supplementary material for: Differential gene regulation by a synthetic vitamin D receptor ligand and active vitamin D in human cells
**Source:** PLoS One. 2023 Dec 13;18(12):e0295288. doi: 10.1371/journal.pone.0295288
**Supplement:** S1 File

DOI List

Figure 1: 10.6084/m9.figshare.23806737

Figure 2: 10.6084/m9.figshare.23807478

Figure 3: 10.6084/m9.figshare.23807481

Figure 4: 10.6084/m9.figshare.23807487

Figure 5: 10.6084/m9.figshare.24716169

Figure 6: 10.6084/m9.figshare.23807712

Figure 7: 10.6084/m9.figshare.24716268

Figure 8: 10.6084/m9.figshare.24716277

S1 Figure: 10.6084/m9.figshare.24716280

S2 Figure: 10.6084/m9.figshare.24716286

S3 Figure: 10.6084/m9.figshare.24716289

S4 Figure: 10.6084/m9.figshare.23807763

S5 Figure: 10.6084/m9.figshare.23807766

S6 Figure: 10.6084/m9.figshare.23807787

S7 Figure: 10.6084/m9.figshare.24456142

S1 Table: 10.6084/m9.figshare.23807823

How the deposited data were processed for this re-analysis (not part of the article)

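RNA from HCT116 cells was measured in 24 libraries, 3 for each of 8 groups, and in 6 further libraries of wild-type cells with vehicle or VD that the paper's text does not describe (the second set). The dose of VD in the second set is not known here. The methods of the paper give poly(A) selection, RNA integrity numbers over 7, a stranded SMARTer library kit, NextSeq 500 paired reads, trimming with Trim Galore 0.4.4, Trimmomatic 0.36 and cutadapt 1.16, and mapping to GRCh38 with STAR 2.7.2b. The sample labels name another version of the kit. The authors made the estimated counts per gene with featureCounts 1.6.1, and the values are whole numbers that they rounded from sums of fractional reads, without normalization. From the FPKM, the gene length and the total, the sum of reads was within 0.01 of a whole number in 56.2% to 62.5% of genes per library, and it rounded to the count in 100% of genes. How reads were shared between overlapping genes, and which strand was counted, is not stated in the paper's text. The authors made the FPKM per gene from the unrounded counts, the gene length and the library total. A table of FPKM per transcript was left out, because transcripts of a gene that share exons hold nearly equal values there.

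Counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr on the groups, robust glmQLFit and 2-sided quasi-likelihood tests), with 1 coefficient per group over the 24 libraries. Adjusted p-values are Benjamini-Hochberg values over the 21438 genes kept. The second set was fitted alone (19373 genes), and wild-type vehicle and VD of both sets were fitted together with the set as a term (20595 genes). Differences between genotypes in a response, and between the groups with and without DLAM over VD and vehicle, were contrasts in the fit of 24 libraries. Single genes were also tested with exact permutation tests of CPM, for which 0.1 is the smallest p. The 2500 genes of highest mean FPKM were tested with limma 3.58.1 on log2 of FPKM with 1 added. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

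The groups, tests, gene lists, alternatives and the rule for naming genes were set before the data were examined, apart from those named as chosen after. The rule names, per comparison, up to 12 higher and 12 lower genes of smallest p at an adjusted p under 0.05 whose libraries do not overlap between the groups, and up to 6 and 6 for differences between responses. It adds the genes that the paper names for these data and the 4 members of smallest p in each list. There were 23 lists of genes, tested as groups with limma's camera test on voom values with a preset correlation of 0.01 between genes, and with an estimated correlation as the alternative. They hold VDR target genes, replication-dependent histone genes, genes of ribosome biogenesis, the unfolded protein response, cholesterol synthesis, the cell cycle, the inflammatory response, the interferon response, hypoxia and glycolysis, and 4Fe-4S cluster proteins. They also hold targets of ATF4, the aryl hydrocarbon receptor, NRF2, p53 and Wnt, immediate early genes, mucin and O-glycan genes, short structured RNAs, mitochondrially encoded mRNAs, and markers of keratinocytes, prostate cells, leukocytes and fibroblasts and bone cells. The mitochondrially encoded mRNAs (0 genes with enough counts) and the leukocyte markers (2 genes) were not tested. Keratinocyte markers (3 genes), prostate cell markers (4 genes) and fibroblast and bone cell markers (3 genes) did not pass with VD in wild-type cells (limma's camera test, adjusted p = 0.782, 0.248 and 0.0555).

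Alternatives were DESeq2 1.42.0 with its own independent filtering and without edgeR's filter on low counts, where the paper used DESeq2 1.20.0, RLE factors, total count normalization, no filter on low counts, a mean of at least 50 counts, a mean over 5 counts, a fit of only the 2 groups compared, the replicate number as a block, protein-coding genes only, an added 2-fold limit, a pseudocount of 0.1 on FPKM and leaving out each library in turn. DESeq2 on only the 2 groups compared, and leaving out the 3 libraries that lay apart from their groups, were added after the values were seen. Lists that share vehicle libraries were set against 40 simulated sets of unchanged groups with the same sharing. Their counts were drawn independently for each gene and library, so they hold no genes that vary together and no library that lies apart. The tests were also run on simulated data. There, 200 genes were changed, drawn from those with a mean over 50 counts per library. False calls made up 1.96%, 4.44% and 6.13% of the calls of edgeR at log2 changes of 0.5, 1 and 2, and 8.25%, 14.4% and 10.3% of those of DESeq2. In a simulated comparison without change edgeR made 0 calls at each of the 3 sizes, and DESeq2 made 2 at the largest. Between replicates the squared difference per gene over its counting noise, which is 1 for counting noise alone, ranged from 1.64 to 48.3. The total counts of the second set ranged from 14036308 to 18939465 with vehicle and from 17488535 to 22727679 with VD.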

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

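None of the tests in this part was chosen after the results were seen.

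CYP24A1, EFL1, SP140L, SULT1C2, GEM, AC007128.1 and GDF15 responded to VD more in wild-type than in VDR-KO cells by a test of the difference. The differences in log2 fold change were 3.64 for CYP24A1, 2.57 for the GTP-binding protein gene GEM, 2.13 for the sulfotransferase gene SULT1C2, 1.81 for AC007128.1, 1.23 for the cytokine gene GDF15, 1.12 for SP140L and 1.10 for EFL1. Of 100 groupings of the libraries, the real one included, 9 gave at least these 7 genes, the highest other 239. The groupings were drawn from a set in which some keep the wild-type VD and vehicle libraries in place and move only VDR-KO libraries. Those still hold the wild-type response to VD, so the 9 cannot decide on chance, which is not excluded for the count of 7. A grouping with 239 genes, many times the real count, points to a structure among the libraries.

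The second set of wild-type libraries, which the paper's text does not describe, held its own response to VD. CYP24A1 rose by 3.27 on the log2 scale (standard error 0.0677, adjusted p = 1.84e-13 from edgeR), from 41.9 ± 4.13 CPM (SD, n = 3) with vehicle to 404 ± 24.8 (SD, n = 3) with VD. There, 64 genes passed with VD, 62 higher and 2 lower. The 10 splits of these 6 libraries are too few to decide on chance, and the real split gave 64 genes, 1 of the 10 as large, where the highest other gave 0. The 64 genes became 42, 38 and 41 without vehicle replicate 1, 2 and 3 of the second set.

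VDR-KO cells differed from wild-type cells with vehicle in 3388 genes, 1656 higher and 1732 lower, a difference that the paper's text does not take up gene by gene. The phosphodiesterase gene PDE4B had the largest change by log2 fold change among the genes named here, with -8.65 (standard error 0.292, adjusted p = 1.81e-17 from edgeR), from 119 ± 7.61 CPM (SD, n = 3) in wild-type to 0.288 ± 0.211 (SD, n = 3) in VDR-KO cells. RNF43, a ubiquitin ligase that restrains Wnt signaling, had a log2 fold change of -5.31 (standard error 0.250, adjusted p = 3.98e-14 from edgeR). The 10 splits of these 6 libraries are too few to decide on chance, and the real split gave 3388 genes, 1 of the 10 as large, where the highest other gave 1. The count was 2189 without VDR-KO vehicle replicate 2.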

How the results depend on the processing

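DESeq2 on only the 2 groups compared and leaving out the 3 libraries that lay apart were chosen after the results were seen. Comparisons without a genotype are in wild-type cells. Counts of passing genes are at an adjusted p under 0.05, and higher, lower and shared genes are at the threshold of Fig 7B unless a sentence says otherwise. Only values that moved by over 1.5 times or changed their call are given.

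With DESeq2 and its own filtering in place of edgeR and its filter on low counts, genes that passed numbered 135 for VD, 610 for VD+DLAM, 15 for VD+DLAM against VD, 43 for VD against DLAM, 19 for the difference between genotypes with VD, 18 for DLAM against no DLAM, 11 for DLAM against no DLAM in VDR-KO cells and 65 for VD over both sets. Genes numbered 405 higher with VD, 228 lower with VD, 247 higher with DLAM, 218 lower with DLAM, 385 higher with VD+DLAM, 231 lower with VD+DLAM, 233 higher with VD in VDR-KO cells, 153 lower with VD in VDR-KO cells, 254 higher with DLAM in VDR-KO cells and 115 lower with DLAM in VDR-KO cells. Shared genes numbered 93 higher with VD and DLAM and 25 lower with VD and DLAM.

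With DESeq2 on only the 2 groups compared, genes that passed numbered 12 for VD, 22 for VD+DLAM, 15 for VD+DLAM against VD, 80 for DLAM in VDR-KO cells, 81 for VD+DLAM in VDR-KO cells and 1665 for VDR-KO against wild-type. Genes numbered 191 lower with DLAM, 181 higher with VD in VDR-KO cells, 221 higher with DLAM in VDR-KO cells and 119 lower with DLAM in VDR-KO cells. Shared genes numbered 24 higher with VD and DLAM, 38 lower with VD and DLAM, 47 higher with VD and VD+DLAM, 2 higher with VD in both genotypes, 0 lower with VD in both genotypes and 0 lower with DLAM in both genotypes.

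In an edgeR fit of only the 2 groups compared, genes that passed numbered 5 for VD, 0 for VD+DLAM, 3 for VD+DLAM against VD, 7 for VD against DLAM, 9 for DLAM in VDR-KO cells and 788 for VDR-KO against wild-type. Genes numbered 102 higher with VD, 34 lower with VD, 51 higher with DLAM, 55 lower with DLAM, 95 higher with VD+DLAM and 46 lower with VD+DLAM. Shared genes numbered 6 higher with VD and DLAM, 4 lower with VD and DLAM, 27 higher with VD and VD+DLAM, 2 higher with VD in both genotypes, 0 higher with DLAM in both genotypes, 0 lower with VD in both genotypes and 1 lower with DLAM in both genotypes. CYP24A1 no longer passed with VD+DLAM, at a log2 fold change of 1.18.

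With no filter on low counts, genes that passed numbered 154 for VD, 5 for DLAM, 567 for VD+DLAM, 29 for VD+DLAM against VD, 44 for VD against DLAM, 5 for VD in VDR-KO cells, 29 for DLAM in VDR-KO cells, 46 for VD+DLAM in VDR-KO cells, 25 for the difference between genotypes with VD, 5 for the difference between genotypes with DLAM, 32 for DLAM against no DLAM, 46 for DLAM against no DLAM in VDR-KO cells, 146 for VD in the second set and 59 for VD over both sets. Genes numbered 762 higher with VD, 519 lower with VD, 560 higher with DLAM, 500 lower with DLAM, 719 higher with VD+DLAM, 553 lower with VD+DLAM, 573 higher with VD in VDR-KO cells, 417 lower with VD in VDR-KO cells, 629 higher with DLAM in VDR-KO cells and 355 lower with DLAM in VDR-KO cells. Shared genes numbered 192 higher with VD and DLAM, 127 lower with VD and DLAM, 233 higher with VD and VD+DLAM, 40 higher with VD in both genotypes, 33 higher with DLAM in both genotypes, 14 lower with VD in both genotypes and 9 lower with DLAM in both genotypes.

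Among genes with a mean of at least 50 counts, genes that passed numbered 272 for VD+DLAM and 5 for DLAM against no DLAM. Genes numbered 29 higher with VD, 4 lower with VD, 3 higher with DLAM, 2 lower with DLAM, 29 higher with VD+DLAM, 4 lower with VD+DLAM, 2 higher with VD in VDR-KO cells, 0 lower with VD in VDR-KO cells, 7 higher with DLAM in VDR-KO cells and 2 lower with DLAM in VDR-KO cells. Shared genes numbered 1 higher with VD and DLAM, 0 lower with VD and DLAM, 12 higher with VD and VD+DLAM, 0 higher with VD in both genotypes, 0 higher with DLAM in both genotypes, 0 lower with VD in both genotypes and 0 lower with DLAM in both genotypes.

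Among protein-coding genes only, genes that passed numbered 226 for VD+DLAM. Genes numbered 99 higher with VD, 34 lower with VD, 50 higher with DLAM, 37 lower with DLAM, 110 higher with VD+DLAM, 33 lower with VD+DLAM, 20 higher with VD in VDR-KO cells, 29 lower with VD in VDR-KO cells, 29 higher with DLAM in VDR-KO cells and 17 lower with DLAM in VDR-KO cells.

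Without the 3 libraries that lay apart, genes that passed numbered 22 for VD, 212 for VD+DLAM, 7 for DLAM in VDR-KO cells, 7 for DLAM against no DLAM, 4 for DLAM against no DLAM in VDR-KO cells and 92 for VD over both sets. Genes numbered 153 higher with VD, 68 lower with VD, 188 higher with VD in VDR-KO cells, 156 lower with VD in VDR-KO cells, 208 higher with DLAM in VDR-KO cells and 113 lower with DLAM in VDR-KO cells. Shared genes numbered 37 higher with VD and DLAM, 50 higher with VD and VD+DLAM and 5 lower with DLAM in both genotypes.

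With a 2-fold limit added, genes that passed numbered 15 for VD, 11 for VD+DLAM, 1 for VD+DLAM against VD, 11 for VD against DLAM, 597 for VDR-KO against wild-type, 1 for DLAM against no DLAM, 15 for VD in the second set and 13 for VD over both sets.

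With a mean over 5 counts, shared genes numbered 3 higher with VD in both genotypes.

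At an adjusted p under 0.05 from edgeR in place of the threshold of Fig 7B, shared genes numbered 0 higher with VD and DLAM, 0 lower with VD and DLAM, 8 higher with VD and VD+DLAM, 0 higher with VD in both genotypes, 0 higher with DLAM in both genotypes, 0 lower with VD in both genotypes and 0 lower with DLAM in both genotypes.

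Among genes with a mean FPKM of at least 1, genes that passed numbered 6319 for the genotype difference in FPKM.

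With an estimated correlation between genes, the gene lists that passed in limma's camera test went from 8 to 2 for VD, from 7 to 1 for DLAM, from 11 to 1 for VD+DLAM, from 4 to 1 for VD+DLAM against VD, from 5 to 1 for VD against DLAM, from 3 to 0 for DLAM in VDR-KO cells, from 5 to 0 for VD+DLAM in VDR-KO cells, from 9 to 4 for VDR-KO against wild-type, from 6 to 1 for the difference between genotypes with VD, from 9 to 0 for DLAM against no DLAM and from 6 to 0 for DLAM against no DLAM in VDR-KO cells.

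The replicate block, which takes libraries of the same replicate number as paired, gave 38 genes for VD in the second set. Libraries of the same number correlated weakly. For VD against vehicle in wild-type cells the correlation lay between 0.0907 and 0.185, over 0.1 in 2 of 3 pairs. There 2 of the 3 numbers correlated best with their own number, so a pairing in this comparison is not excluded. Elsewhere it lay between -0.0514 and 0.0965, although 2 of 3 numbers were also best with their own for DLAM against vehicle in each genotype. With the block 2 of 172 named values no longer passed, MCC in the second set and the difference between genotypes with VD for inflammatory response genes. Genes named only as members of a list are not among the 172.

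With each library left out in turn, passing genes ranged for VD from 18 to 304, DLAM from 0 to 1, VD+DLAM from 2 to 1024, VD+DLAM against VD from 3 to 6, VD against DLAM from 5 to 15, VDR-KO against wild-type from 2189 to 4035, the difference between genotypes with VD from 7 to 16, DLAM against no DLAM from 1 to 18 and VD in the second set from 38 to 56. Genes at the threshold of Fig 7B ranged for those higher with VD from 166 to 598, lower with VD from 89 to 274, higher with DLAM from 84 to 385, lower with DLAM from 105 to 228, higher with VD+DLAM from 173 to 600, lower with VD+DLAM from 118 to 266, higher with VD in VDR-KO cells from 116 to 209 and higher with DLAM in VDR-KO cells from 112 to 224. Shared genes ranged for those higher with VD and DLAM from 30 to 247, lower with VD and DLAM from 7 to 59, higher with VD and VD+DLAM from 53 to 325, higher with VD in both genotypes from 5 to 11, higher with DLAM in both genotypes from 2 to 10, lower with VD in both genotypes from 1 to 5 and lower with DLAM in both genotypes from 1 to 5.

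CYP24A1 changed sign only where it did not pass. With DLAM in wild-type cells its log2 fold change ranged from -0.22 to 0.0284 when 1 library was left out, above 0 without vehicle replicate 3 (0.0284) and without DLAM replicate 2 (0.00). With VD in VDR-KO cells it ranged from -0.0468 to 0.16, below 0 without VDR-KO vehicle replicate 2 (-0.03) or 3 (-0.0468). Between VDR-KO and wild-type cells it ranged from -0.25 to 0.00195, the latter without wild-type vehicle replicate 3.

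Of the values of named genes, 43 of 80 no longer passed in an edgeR fit of only the 2 groups compared. With DESeq2 on only the 2 groups compared 18 of 80 no longer passed, and with total count normalization 3 of 104. The losses were 4 of 91 without the 3 libraries that lay apart and 126 of 684 with 1 library left out. Of the list tests, 62 of 73 no longer passed with an estimated correlation. Lists were not rerun in the other settings of this paragraph, so no list was tested with a library left out. With DESeq2, RLE normalization, no filter on low counts and a mean over 5 counts none of the 104 changed its call, and no direction reversed under any of these settings. IL7 with VD in wild-type cells is among the 104 and passed neither in the main test (adjusted p = 0.300 from edgeR) nor under these settings. The median log2 fold change over all genes lay between -0.0440 and 0.0383 under TMM, RLE and total count normalization.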

Differences from the paper's values

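Counting by gene symbol and DESeq2 on only the 2 groups compared were chosen after the values were seen, and the other alternatives were set before the data were examined. Counts are at the threshold drawn in Fig 7B of the paper, an unadjusted p under 0.05 and a 2-fold change, which is also taken here for the counts of Fig 7C and Fig 8. Of the 10 alternatives set before, DESeq2 changes the tool and drops edgeR's filter on low counts as well.

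The paper reports 24 genes higher with VD and with DLAM in wild-type cells, against 60 here. Without the genes also higher in VDR-KO cells, as the paper counts them, the value here is 56. A count of protein-coding genes only came within 1.5 times of the paper's value, and the other 9 alternatives did not. The paper reports 38 genes lower with both ligands, against 12 here, and none of the 10 alternatives came within. Leaving out 1 library gave values from 30 to 247 for the higher genes and from 7 to 59 for the lower genes, with 1 of 9 within for each.

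For genes higher with VD and also with VD+DLAM, the paper reports 46, against 96 here, and for those among them that were lower with VD+DLAM than with VD it reports 25, against 49 here. The paper takes its genes from those not also higher with VD in VDR-KO cells, and on that basis the values here are 93 and 47. Counts of protein-coding genes only came within for both, and the other 9 alternatives did not. Leaving out 1 library gave from 53 to 325 and from 35 to 163, with 1 of 9 within for each.

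Genes higher with VD in both wild-type and VDR-KO cells number 4 in the paper and 7 here. A mean over 5 counts came within, the other 9 alternatives did not, and leaving out 1 library gave from 5 to 11, with 8 of 12 within.

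Other counts come from the figures of the paper, read by eye. The paper shows about 180 genes higher with VD in VDR-KO cells in Fig 8A, against 118 here, about 220 higher with DLAM in VDR-KO cells in Fig 8B, against 123 here, and about 120 lower with DLAM in VDR-KO cells in Fig 8B, against 75 here. For these 3 counts DESeq2 came within, and the other 9 alternatives did not. The paper shows about 190 genes lower with DLAM in wild-type cells in Fig 7B, against 121 here, where DESeq2 and a mean over 5 counts came within, and the other 8 alternatives did not. Leaving out 1 library gave from 116 to 209, from 112 to 224, from 68 to 105 and from 105 to 228, with 4 of 6 within for each.

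DESeq2 on only the 2 groups compared, chosen after the values were seen as 1 of 12 fits tried (4 sets of libraries with 3 limits on the base mean), gave 24 and 38 genes for both ligands (23 and 38 without the genes also called in VDR-KO cells) and 181, 221, 119 and 191 genes for the counts from figures. By gene symbol, also chosen after, it gave 4 genes with VD in both genotypes, 46 with VD outside VDR-KO cells that were also higher with VD+DLAM, and 25 of these lower with VD+DLAM than with VD. By identifier it gave 2 genes with VD in both genotypes. The symbols Y_RNA and Metazoa_SRP, which cover 622 and 143 genes, each held genes higher with VD in both genotypes. A symbol shared by the genotypes can therefore stand for different genes in each. In that fit all the genes that the paper names were called, so it drops 0 of them. By symbol it also gave 246 genes higher with VD and 163 higher with DLAM outside VDR-KO cells, and 200 of the 246 not higher with VD+DLAM. These 3 counts equal those that the paper gives. It gave 177 genes higher with VD+DLAM that were not among the 246, slightly more than in the paper. These settings give or come close to the paper's counts listed here, but they were chosen after those counts were seen, so they are not taken to be the paper's method.

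The paper names genes as higher in both genotypes that did not pass here. With VD in VDR-KO cells IL7 did not pass the threshold of Fig 7B (log2 fold change 1.24, unadjusted p = 0.0541 from edgeR). With DLAM AC021086.1 did not pass it in wild-type cells (1.56, unadjusted p = 0.0831 from edgeR) or in VDR-KO cells (1.90, unadjusted p = 0.0533 from edgeR). RNU6-823P and ZNF521 had too few counts to be tested. AL360219.1, AC137932.2 and FALEC passed it with DLAM in both genotypes, and CYP24A1 with VD in wild-type cells.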

Other observations

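The tests of the 3 libraries that lay apart, the share of the change kept without wild-type vehicle replicate 2 and the counts without the 3 libraries were chosen after the results were seen.

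With vehicle, genes of ribosome biogenesis and of the cell cycle were lower in VDR-KO than in wild-type cells, and genes of the interferon response were higher. Of the 67 ribosome biogenesis genes 52 were lower and none was higher (62 lower adjusted over the list alone, median log2 fold change -0.47), with LYAR at -1.06 and MRTO4 at -0.70 (limma's camera test, adjusted p = 9.31e-27, and adjusted p = 0.0457 with an estimated correlation). Of 34 cell cycle genes 25 were lower (median -0.51), with the survivin gene BIRC5 at -0.88, MCM7 at -0.87 and MCM2 at -0.62 (limma's camera test, adjusted p = 9.68e-21, and adjusted p = 0.0457 with an estimated correlation). Of 18 interferon response genes 8 were higher (median 0.70), with IFIT1 at 1.72, the RNA sensor gene DDX58 at 1.39, IFIH1 at 1.18 and STAT2 at 1.02 (limma's camera test, adjusted p = 2.03e-05, and adjusted p = 0.0457 with an estimated correlation). Of 41 genes of 4Fe-4S cluster proteins 10 were lower and 1 was higher (median -0.28), with POLD1 at -0.76, NDUFV1 at -0.62 and POLE at -0.43 (limma's camera test, adjusted p = 0.000107, and adjusted p = 0.0457 with an estimated correlation). Histone genes (28 lower, median -0.79) and cholesterol synthesis genes (7 lower, median -0.19) were lower as groups, and unfolded protein response genes (6 higher, median 0.18), mucin and O-glycan genes (6 higher, median 0.19) and aryl hydrocarbon receptor targets (1 higher, median 0.48) were higher. These 5 lists gave adjusted p = 2.08e-18, 0.00102, 8.75e-05, 0.0213 and 0.0334 in limma's camera test, but adjusted p = 0.133, 0.112, 0.0669, 0.189 and 0.114 with an estimated correlation.

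Other lower genes in VDR-KO cells were NAV3 (log2 fold change -2.74), AC004687.2 (-2.14), whose exons overlap RNF43, ENC1 (-1.90), CAV1 (-1.57), PALLD (-1.55), GLYR1 (-1.46), NDUFA10 (-1.23), the collagen gene COL12A1 (-1.17), SEC31A (-1.11) and PRKDC (-0.97). Higher genes were the glycosyltransferase gene LARGE1 (2.44), the chromatin organizer gene SATB1 (2.19), TACSTD2 (2.05), SMIM14 (1.86), the cytidine deaminase gene APOBEC3F (1.61), GDF15 (1.48), the cytokine gene IL18 (1.27), SLC1A3 (1.16), CEMIP (1.05), MEIS2 (0.95), RAB5A (0.86) and the phosphatase gene DUSP4 (0.84). All of them passed at an adjusted p under 0.05 from edgeR, and none of these genes, nor of the list members named above, lost its call when 1 library was left out. POLD1 and NDUFV1 lost theirs in an edgeR fit of the 2 groups alone.

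In the second set VD raised EFL1 by 1.20 on the log2 scale (standard error 0.0498, adjusted p = 2.53e-09 from edgeR, n = 3 libraries per group), GEM by 1.89, SULT1C2 by 1.46, AC021218.1 by 1.39, the long noncoding RNA CASC9 by 1.26, AC007128.1 by 1.06 and SP140L by 0.97. It also raised GATA2 by 0.82, GDF15 by 0.82, ELAPOR2 by 0.66 and ETS2 by 0.64, while the Notch ligand gene JAG1 (log2 fold change -0.34) and MCC (log2 fold change -0.29) were lower. MCC lost its call whenever 1 library of the second set was left out and with total count normalization. Of the 35 genes that rose with VD in the first set, 34 had a higher estimate with VD in the second set, 24 of them at an adjusted p under 0.05, and the 3 lower genes were lower there, 2 of them at an unadjusted p under 0.05 from edgeR. Of the 62 genes that rose in the second set, 61 had a higher estimate in the first. The 2 sets did not differ in their response to VD at an adjusted p under 0.05 in edgeR (0 genes, 691 at an unadjusted p under 0.05, 0 with DESeq2), and CYP24A1 had a difference of -0.39 (adjusted p = 1.00 from edgeR). The dose of VD in the second set is not known here, so the sets may differ in dose. Over both sets 37 genes rose with VD and none fell, with GEM at 2.10, SULT1C2 at 1.71, EFL1 at 1.19, SP140L at 1.07 and ETS2 at 0.61. Of 100 groupings over both sets, 1 gave as many as these 37 genes, the real one, and the highest other gave 0, so chance can be excluded.

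Wild-type vehicle replicate 2, wild-type VD replicate 2 and VDR-KO VD+DLAM replicate 1 lay apart from their groups. A wrong label for genotype or, in wild-type cells, for VD is argued against, because CYP24A1 and VDR lay within 0.508 on the log2 scale of the other 2 libraries of the group, while swaps of treatments that leave these genes alone could not be tested. Few distinct RNA molecules in the 2 wild-type libraries stay open, since the values point both ways. At equal depth 23777 and 24886 genes were detected, against 28624 to 28951 in the others of their groups, as few molecules would give. The spread in genes of high level was 0.662 and 0.582 of that in genes of low level. Both are over the assumed bound of 0.5, which goes against few molecules. For the VDR-KO library the same share was 0.322, but 19 of the 21 libraries that did not lie apart were also under 0.5, so few molecules cannot be told apart there from the usual spread. RNA of another cell type cannot be told apart either, with a highest list median of 0.576 over lists of 2 to 4 genes where other libraries reached 1.99, and no biological explanation was tested.

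The 113 genes that passed with VD+DLAM in wild-type cells had a median difference from vehicle of 0.563 on the log2 scale in their own direction. Chance values of the vehicle libraries may add to it and stay open, since the median against the mean of VD alone and DLAM alone was 0.246, or 0.437 of that against vehicle, between the bounds of 0.25 and 0.5 set for it. Vehicle replicate 2 alone met the bound that was set for it, with 18 genes without it where under 38 were asked for, but without vehicle replicate 3 or VD+DLAM replicate 1 or 2 the count was also under 38, so that bound was not specific to this library. The genes kept 83.9% of their median without it, and 77 of them were among the 212 genes that passed without the 3 libraries that lay apart, but they were chosen on these libraries, so this library stays open. In VDR-KO cells the median of the 113 genes was 0.0243, or 0.0432 of that in wild-type cells, as an effect that needs VDR asks for, but chance in the wild-type libraries could give the same, and the difference between the genotypes in this response was not tested.

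Most genes past an unadjusted p under 0.05 and a 2-fold rise with VD in wild-type cells had few counts. Chance in genes with few counts could add many of them and stays open, because of the 158 such genes with a mean under 50 counts that could be tested in the second set, 14 (8.86%, exact 95% interval from 4.93% to 14.4%) were higher there at an unadjusted p under 0.05 from edgeR, against 2.97% of all such genes. The bounds set for this test were 5% and 10%, and the interval holds both. Of the 29 genes with a mean of at least 50 counts, 13 (44.8%, exact 95% interval from 26.4% to 64.3%) were higher in the second set, against 3.82% of all such genes.

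For the other comparisons of 3 libraries with 3, the 10 splits are too few to decide on chance. For VD against vehicle in wild-type cells 4 of the 10 splits gave at least the real 38 genes, the highest other 943, and of the 4 splits that put vehicle replicate 2 and VD replicate 2 in one group 3 gave 644, 685 and 943 genes and 1 gave 0, which points to a structure of these libraries. For DLAM all 10 gave at least the real 0 genes, as any split must (1134 at an unadjusted p under 0.05 in edgeR, 0 with DESeq2), the highest other 167. For VD+DLAM against vehicle (113 genes), VD+DLAM against VD (6 genes) and VD against DLAM (19 genes) only the real split, 1 of 10, gave as many, and the highest other gave 0. In VDR-KO cells all 10 splits gave the real 0 genes for VD, DLAM and VD+DLAM alike (684, 970 and 1446 genes at an unadjusted p under 0.05 in edgeR, 0 with DESeq2 in the fit of all groups), the highest other 0. Of 100 groupings, 100 gave at least the real 0 genes for the difference between genotypes in the response to DLAM (highest other 8), for DLAM against no DLAM in VDR-KO cells (highest other 0) and for the difference between the sets in the response to VD (highest other 1), but every grouping gives at least 0 genes, so this says nothing on chance. For DLAM against no DLAM in wild-type cells 16 of 100 groupings gave at least the real 2 genes, the highest other 134. Some groupings of the set drawn from keep the VD+DLAM and VD libraries in place and so still hold the effect of DLAM on VD. The 16 therefore cannot decide on chance, which is not excluded for that count. For the genotype difference in FPKM 1 of 100 groupings, the real one, gave 1376 genes and the highest other gave 7, so chance can be excluded.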
